# Transcriptional changes during isoproterenol-induced cardiac fibrosis in mice

**DOI:** 10.3389/fmolb.2023.1263913

**Published:** 2023-12-18

**Authors:** Disha Nanda, Priyanka Pant, Pratheusa Machha, Divya Tej Sowpati, Regalla Kumarswamy

**Keywords:** cardiac fibrosis, ECM remodeling, lncRNAs, isoproterenol, transcriptomics

## Abstract

**Introduction:** β-adrenergic stimulation using β-agonists such as isoproterenol has been routinely used to induce cardiac fibrosis in experimental animal models. Although transcriptome changes in surgical models of cardiac fibrosis such as transverse aortic constriction (TAC) and coronary artery ligation (CAL) are well-studied, transcriptional changes during isoproterenol-induced cardiac fibrosis are not well-explored.

**Methods:** Cardiac fibrosis was induced in male C57BL6 mice by administration of isoproterenol for 4, 8, or 11 days at 50 mg/kg/day dose. Temporal changes in gene expression were studied by RNA sequencing.

**Results and discussion:** We observed a significant alteration in the transcriptome profile across the different experimental groups compared to the saline group. Isoproterenol treatment caused upregulation of genes associated with ECM organization, cell–cell contact, three-dimensional structure, and cell growth, while genes associated with fatty acid oxidation, sarcoplasmic reticulum calcium ion transport, and cardiac muscle contraction are downregulated. A number of known long non-coding RNAs (lncRNAs) and putative novel lncRNAs exhibited differential regulation. In conclusion, our study shows that isoproterenol administration leads to the dysregulation of genes relevant to ECM deposition and cardiac contraction, and serves as an excellent alternate model to the surgical models of heart failure.

## Introduction

Cardiovascular diseases are a major cause of mortality, and their prevalence continues to increase (Lindstrom et al., 2022). Cardiac injury causes myocardial remodeling, which often results in heart failure (Azevedo et al., 2015). The end-stage heart failure is often accompanied by systolic dysfunction and increased interstitial fibrosis (Almehmadi et al., 2014).

Surgical models of heart failure, including transverse aortic constriction (TAC) and coronary artery ligation (CAL), are valuable tools used in cardiovascular research to study the mechanisms and progression of heart failure, and to evaluate potential therapeutic interventions. TAC induces left ventricular pressure overload by constricting the transverse aorta and replicates the chronic progressive nature of heart failure development as seen in patients (Richards et al., 2019). CAL involves the surgical occlusion of coronary arteries, resulting in myocardial ischemia and subsequent heart failure. It replicates aspects of heart failure caused by coronary artery disease (Gao et al., 2010). Although these models are invaluable in cardiovascular research, they require surgical expertise, involve a high mortality rate, and may induce systemic effects beyond the heart, such as inflammatory responses and changes in neurohormonal signaling.

Hyperactivity of the sympathetic nervous system is the central feature of heart failure. This brings about an increase in the level of catecholamines such as norepinephrine, which stimulate β-adrenergic receptors creating a compensatory adaptive response that transiently normalizes the cardiac output by thickening the ventricular wall (Triposkiadis et al., 2009). However, prolonged stimulation of β-adrenergic receptors sustains the process of cardiac remodeling with an increase in the ventricular lumen and cardiac fibrosis. β-adrenergic stimulation using β-agonists such as isoproterenol has been routinely used to induce cardiac diseases experimentally in animal models. A low dose of isoproterenol 10 mg/kg/day (Grant et al., 2020) induces cardiac hypertrophy whereas a higher dose of isoproterenol (100 mg/kg/day) causes cardiomyocyte necrosis, followed by fibrosis (Mitra et al., 2013). Compared to the surgical models, using β-agonist to induce heart failure is quick and less arduous. There are several studies discerning the transcriptional changes post-MI (Ounzain et al., 2015) or TAC (Matkovich et al., 2014). However, global transcriptome changes during β-agonist-induced myocardial remodeling are not well-studied. In this study, we explored temporal transcriptional changes during isoproterenol-induced cardiac fibrosis in mice. Our data show that genes related to ECM remodeling, cardiac contraction, and several noncoding RNAs are deregulated as early as 4 days after isoproterenol treatment.

## Methods

### Animal work

Animal experiments were performed according to local and national ethics guidelines. Experimental mice were maintained on an *ad libitum* diet with free access to water under a standard 12-h light/12-h dark cycle. Here, 12-week-old C57BL6/J male mice were subjected to a daily subcutaneous dose of isoproterenol 50 mg/kg/day (Tocris #1747) for a period of 4, 8, and 11 days; as a control, few mice were given saline doses for a similar period. For the experiments, each group had three or more mice. Mice were euthanized by cervical dislocation, and hearts were perfused with 30 mM KCl to induce diastolic arrest, followed by perfusion with PBS (phosphate-buffered saline). A cross section of each heart was collected in 4% paraformaldehyde (PFA) for histology, and a small amount was snap-frozen for RNA isolation.

### Histology

A formaldehyde-fixed cross section of the heart was dehydrated by passing them through a series of increasing concentrations of isopropanol and was embedded in paraffin. Paraffin-embedded tissues were sectioned at 4 μm and placed on the charged slides. Deparaffinization was conducted by dipping slides in xylene and subsequently passing them through the series of reducing isopropanol gradients.

For wheat germ agglutinin (WGA) staining, Alexa Fluor™ 488 conjugate (#W11261, Invitrogen) was diluted at 1:100 dilution from a stock solution of 1 mg/mL and placed over each section. Sections were kept in the dark for 40 mins, followed by PBS wash and counterstained with DAPI 1 μg/mL dissolved in PBS. Slides were washed thrice with PBS, and the coverslip was mounted using the ProLong Gold Antifade medium. Images were taken with an Olympus FV3000 confocal microscope at ×60. ImageJ was used for measuring the area of individual cardiomyocytes.

For picrosirius staining, the picrosirius red stain (Abcam, ab150681) was applied onto the deparaffinized sections and kept for incubation at RT for 60 mins. The slides were rinsed in two changes of acetic acid solution, followed by dehydration in two changes of absolute alcohol. Coverslips were mounted using DPX. ImageJ was used to analyze collagen deposition in these sections.

### Cardiac cell fractionation

Adult mouse cardiomyocytes were isolated using the Langendorff-free method, where the aorta was clamped and the heart is continuously perfused through the left ventricle with the help of a syringe (Ackers-Johnson et al., 2016). The protocol was modified slightly. Briefly, the adult mouse was anesthetized with ketamine (100 mg/kg) and xylaxine (10 mg/kg). To prevent coagulation of blood, the animals were injected with 0.1 mL of heparin (100 I.U./mouse). Chest cavity of the anesthetized mouse was opened to expose the heart and inferior vena cava.

The descending aorta was cut, and the right ventricle was perfused with prewarmed 10 mL perfusion buffer (113 mM NaCl, 4.7 mM KCl, 0.6 mM KH_2_PO_4_, 0.6 mM Na_2_HPO_4_, 1.2 mM MgSO_4_-7H_2_O, 0.032 mM phenol red, 12 mM NaHCO_3_, 10 mM KHCO_3_, 10 mM HEPES, 30 mM taurine, 0.1% glucose, and 10 mM 2,3-butanedione monoxime). Ascending aorta was located by gently pulling the LV apex toward the diaphragm. The aorta was clamped with the help of curved hemostatic forceps, and the tissue behind the clamp was cut to excise the heart. The clamped heart was transferred to a 60-mm dish containing 10 mL of perfusion buffer. A measure of 5 mL of perfusion buffer was injected into the apex of the left ventricle to remove all the blood. The heart was transferred to a new 60-mm dish having 10 mL of digestion buffer (perfusion buffer supplemented with 700 U/mL collagenase II, Worthington, #LS004177, and 12.5 µM CaCl_2_). Prewarmed digestion buffer was injected into the apex of the left ventricle, and the heart was slowly and continuously perfused. Perfusion was continued till the tissue became flaccid. Atria were removed, and ventricles were shifted to a new dish; the tissue was teased apart gently with the help of forceps. A measure of 1 mL of collagenase buffer was added, and the tissue was triturated with a 1-mL pipette tip with a wide opening. The supernatant was collected and passed through a 100-μm cell strainer into a 50-mL centrifuge tube having 2 mL FBS (fetal bovine serum) for inactivation of collagenase. This cell suspension was transferred to a 15-mL centrifuge tube, and it was kept for gravity settling at 37°C for 20 mins. Rod-shaped cardiomyocytes being heavy sediments and supernatant enriched in non-myocyte cells were collected in a new tube. The supernatant was further subjected to centrifugation at 0.1 g for 1 min to aid the settling of round cardiomyocytes. All of the non-myocyte cell suspension was pooled by centrifugation at 0.8 g for 5 min, and 1 mL TRIzol was added to both myocyte and non-myocyte cell pellets. RNA was isolated as described.

### RNA isolation and qRT-PCR

The snap-frozen tissue section was pulverized in TRIzol (RNAiso Plus, TaKaRa) using the Precellys homogenizer. RNA isolation was performed according to the manufacturer’s instructions. The resulting RNA pellet was resuspended in nuclease-free water. To remove any remaining genomic DNA, the RNA samples were treated with DNase I (NEB #M0303). A portion of the DNA-free RNA samples was then used for cDNA synthesis using the PrimeScript 1st Strand cDNA Synthesis Kit (TaKaRa #6110A), following the manufacturer’s instructions. The SYBR Green Master Mix (TaKaRa #RR820) was used for quantitative RT-PCR using primers given in Supplementary Table S1.

### RNA sequencing

Total RNA was extracted from the saline, 4-, 8-, or 11-day isoproterenol-treated hearts in replicates of four. Sequencing libraries were prepared using the Illumina TruSeq total RNA kit. To ensure data quality, we performed FastQC for raw read quality control (Andrews, 2010). Raw reads were then filtered and processed using Cutadapt v4.1 (Martin, 2011). This involved trimming adapter sequences, removing low-quality bases with a quality cutoff of 20, and discarding reads below a minimum length of 50. The trimmed reads were aligned to the GRCm38.p6 mouse reference genome using the HISAT2 v2.2.1 aligner (Kim et al., 2015) with default parameters. To identify and eliminate outliers in the dataset, principal component analysis (PCA) was performed on the rlog normalized counts. One replicate from the 8-day drug-treated condition was excluded from further analysis due to quality issues.

### Pipeline for prediction of novel lncRNAs

To consolidate RNA-seq alignments into transcripts, we employed StringTie’s v2.1.7 (Pertea et al., 2015) merge mode to generate a consistent set of transcripts for all samples. For expression estimation and transcript-level expression profiling, StringTie was then utilized in conjunction with GENCODE v25 (https://www.gencodegenes.org/mouse/) as the reference annotation file. Subsequently, a set of inclusion criteria was applied to the transcripts obtained from the output GTF file (Ounzain et al., 2015; Azlan et al., 2019; Ward et al., 2021). The criteria were as follows: (i) the transcripts should be multi-exonic; (ii) they should correspond to gffcompare v0.11.2 (Pertea and Pertea, 2020) class codes ‘u' (intergenic), ‘i' (intronic), ‘x' (antisense), or ‘y' (containing a reference gene within its intron) based on the reference annotation GENCODE v25 (Ward et al., 2021); (iii) the transcript length should exceed 200 nucleotides; (iv) the transcripts should align to the autosomes or the X chromosome; (v) they should lack coding potential and possess an open reading frame (ORF) shorter than 300, as assessed by the Coding Potential Assessment Tool (CPAT v3.0) (Clark et al., 2015; Chen et al., 2016) using default settings,; (vi) transcripts identified as coding regions by TransDecoder v5.5 (https://github.com/TransDecoder/TransDecoder) and those with homology to the UniProt dataset determined by BLASTP were discarded; (vii) transcripts with significant hits for known protein domains, identified using HMMER against the Pfam database (Finn et al., 2014), were also discarded; and (viii) transcripts with a read count less than 5 across all samples were excluded.

### Differential gene expression analysis

To conduct pairwise differential expression analysis, we employed DeSeq2 v1.36 (Love et al., 2014), a widely used R package for studying differential gene expression. Our analysis involved comparing the saline group with each of the three drug-treated time-point experimental groups individually. This comprehensive approach allowed us to identify significant variations in the gene expression at different time points. We imported both the gene and transcript level counts into DeSeq2 using the tximport v1.24 (Soneson et al., 2015) package. Transcripts with a sum of raw counts less than 10 across all samples were excluded from the analysis. The remaining filtered transcripts were then normalized using DeSeq2’s “geometric” normalization strategy. Genes showing a log fold change (LFC) greater than or equal to an absolute value of 0 and an adjusted *p*-value cutoff of *p* < 0.05 were considered differentially regulated genes (DEGs). For the putatively novel lncRNAs identified, we determined their statistically significant differential expression within each specific time experimental group. We considered transcripts with an absolute log fold change (LFC) greater than 1 and a significance threshold of alpha = 0.01 to be indicative of differential expression.

### Putative novel lncRNA–mRNA correlation test

We utilized the abundance values obtained from tximport for all the differentially expressed putative novel lncRNA transcripts and protein-coding genes (PEGs) exhibiting a LFC value greater than an absolute value of 1. These abundance values were then subjected to an association analysis using Pearson’s correlation test. To account for multiple comparisons, we applied the Benjamini–Hochberg correction. Statistically significant associations between novel lncRNA and protein-coding gene (DEL:DEG) pairs were identified based on a padj value less than 0.05.

### Time-course analysis

In order to identify genes exhibiting significant expression changes throughout the different timepoints of drug treatment, we employed maSigPro v1.68 (Conesa et al., 2006), a regression-based approach that detects clusters of genes with similar temporal expression profiles. Gene abundances were quantified using RSEM v1.3.3 (Li and Dewey, 2011), and fragments per kilobase of transcript per million read (FPKM) counts were obtained. Genes with a count less than 10 across all samples were excluded from the analysis. A regression model with a degree of 3 was constructed, and hits with a false discovery rate (FDR) of 0.05 (Q = 0.05) were considered significant.

### Statistics

Data analyses were conducted using GraphPad Prism 9.0. One way ANOVA, followed by Dunnett’s test/Fishers test for multiple comparisons, was performed to compute statistical differences. Quantitative data are presented as means ± SD, and statistical significance was achieved when *p* ≤ 0.05.

## Results

### Isoproterenol treatment leads to changes in the morphology of the heart

In this study, adult 12-week-old male mice were given a subcutaneous dose of isoproterenol at 50 mg/kg/day for 4, 8, and 11 days (Figure 1A), which led to a significant increase in heart weight and size when normalized to both body weight and tibia length (Figures 1B, C). The heart samples were collected at respective time points and sectioned for real-time PCR (qRT PCR) and histology (Figure 1A). There was an increase in the cross-sectional area of cardiomyocytes compared to the saline group (Figure 1D). Additionally, the isoproterenol-treated groups exhibited collagen deposition, as evident from picrosirius red staining (Figure 1E). qRT-PCR analysis further revealed elevated expression of cardiac stress markers such as *Anp* (atrial natriuretic peptide) and *Myh7* (myosin heavy chain 7) (Figure 1F).

**FIGURE 1:**
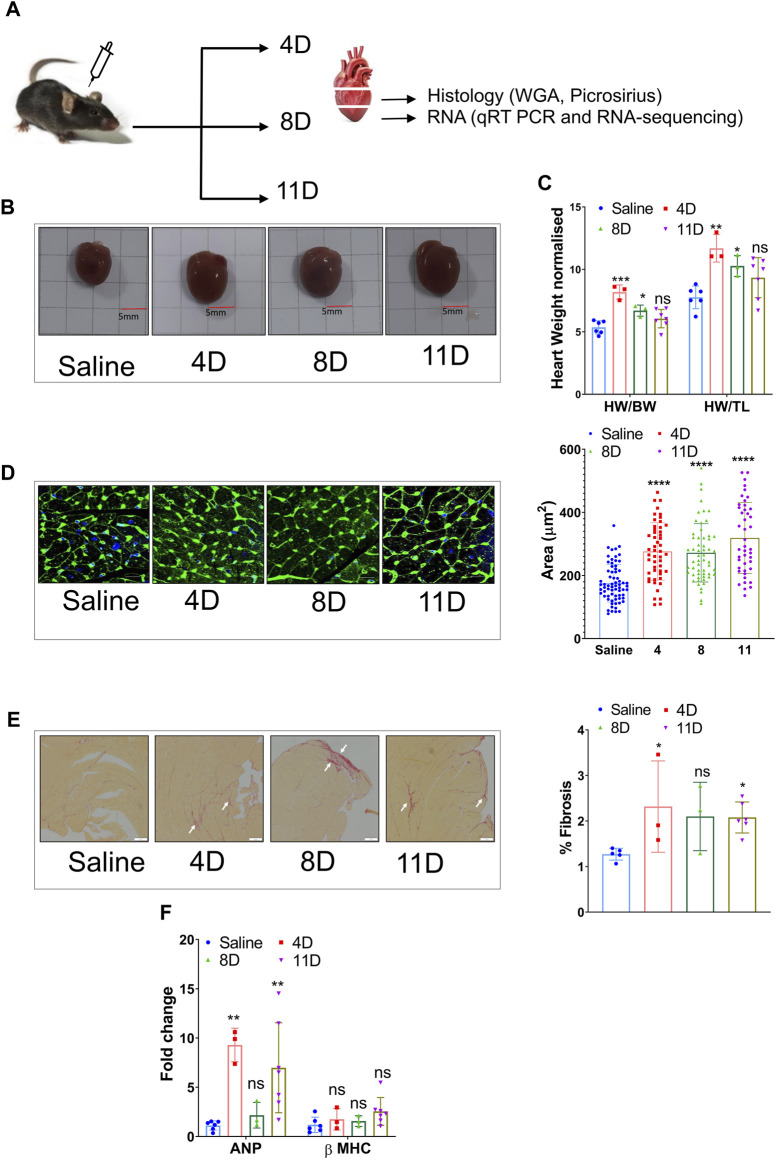
Induction of cardiac hypertrophy with a subcutaneous dose of isoproterenol. **(A)** Overview of the experimental setup where 12-week-old C57BL6 male mice were administered with 50 mg/kg/day isoproterenol for 4, 8, and 11 days, and the heart samples were collected for histology and RNA isolation. **(B)** Representative images of the hearts that were collected at different time points after isoproterenol treatment. **(C)** Graph showing heart weights normalized to body weight (BW) and tibia length (TL) at definitive timepoints. **(D)** Representative WGA staining and cardiomyocyte size analysis. **(E)** Picrosirius red staining indicative of ECM remodeling among the three groups and its quantification (n>=3) (marked in white arrow). **(F)** qRT PCR showing the levels of heart failure markers like ANP and β-MHC. * *p* value < 0.05, ** *p* value < 0.01, *** *p* value < 0.001, and **** *p* value < 0.0001. One way ANOVA followed by Dunnett’s test/Fishers test was performed to compute statistical differences between saline and isoproterenol groups.

### Changes in the cardiac transcriptome during isoproterenol-induced fibrosis

Ventricular RNA samples were obtained from mice that received subcutaneous injections of isoproterenol and saline. These samples were then subjected to RNA-seq analysis, resulting in an average of 56.4 ± 31.5 million uniquely mapped reads per sample. 

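Isoproterenol is an agonist of β-adrenergic receptors, which raise the rate and force of the heartbeat. RNA came from hearts of male mice that received 50 mg/kg/day of it for 4, 8 or 11 days, or saline. Libraries of 15 hearts were used, 4 of the saline group, 4 of the 4-day group, 3 of the 8-day group and 4 of the 11-day group, and each is named here by its group and replicate letter. The paper excluded 1 replicate of the 8-day group for quality. The libraries were made from total RNA, and the authors deposited RSEM expected counts, FPKM and effective lengths for 55401 genes per library. Total expected counts ranged from 28.9 to 117.8 × 10⁶ in the saline group (median 44.2 × 10⁶), from 27.9 to 99.3 × 10⁶ in the 4-day group (median 64.4), from 25.4 to 46.6 × 10⁶ in the 8-day group (median 28.4), and from 36.6 to 95.5 × 10⁶ in the 11-day group (median 54.4). Their mean was 55.5 ± 30.5 × 10⁶ (SD, n = 15 libraries), and all values here use these totals, which count expected rather than uniquely mapped reads. Transcripts of the mitochondrial genome took 47.5 to 58.4% of the counts of a library (median 51.3%). Most of these were mitochondrial ribosomal RNA, at 39.7 to 50.4% of the counts of a library. In 8-day A, CT010467.1 and Lars2, the latter the gene of the mitochondrial leucyl-tRNA synthetase, took 15.8% of the counts, against at most 0.0917% in the other libraries. In the flagged results these counts are treated as a high share of ribosomal RNA reads. From the expected counts, rounded to whole numbers, genes with at least 10 counts summed over all libraries were tested (26862 genes), and library sizes were scaled by TMM. Each isoproterenol group was compared with the saline group by edgeR's quasi-likelihood test, with Benjamini-Hochberg adjustment and a threshold of 0.05. Fold changes are log2 of isoproterenol over saline, with their standard error (SE), and levels are CPM scaled by TMM. In addition, 61 lists of genes of pathways and cell types were tested with camera against all other genes, with a preset correlation of 0.01 between genes and adjustment over 183 tests. With a correlation estimated from the data 0 of these tests passed (83 with the preset one), the lowest adjusted p from camera being 0.24. By fry, which tests a list against no change rather than against other genes, 24 passed. Scaling by library size alone moved the median log2 fold change of all genes at 4 days from 0.006 to 0.21, so changes at 4 days are relative to the TMM scale. Library size includes the mitochondrial ribosomal RNA, which ran from 39.7% in 4-day A to 50.4% in saline D. It also includes the CT010467.1 and Lars2 counts of 8-day A.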

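Isoproterenol moved 333 genes past the threshold of edgeR's test after 4, 8 and 11 days alike, 143 of them higher than in saline and 190 lower. Genes of fatty acid uptake and oxidation, the main fuel pathway of the adult heart, made up 24 of the 190 lower genes, Ech1 and Cpt2 among them. MHC class II genes, which present antigen, made up another 4, and 4 genes of calcium handling by the sarcoplasmic reticulum were lower as well. The 143 higher genes held 5 of the interferon response and 4 of the fetal and hypertrophic program, including Fhl1. Mt2, a metal-binding metallothionein, rose by 2.58, 2.93 and 2.54 on the log2 scale after 4, 8 and 11 days (SE 0.27, 0.29 and 0.29, adjusted p = 0.000184, 0.00019 and 0.000503 from edgeR). Bambi, a pseudoreceptor that dampens TGF-β signaling, rose by 1.23, 1.27 and 1.32 (SE 0.12, 0.12 and 0.10). Mylk4, a myosin light chain kinase of striated muscle, fell by 1.90, 1.80 and 1.83 (SE 0.21, 0.20 and 0.15, adjusted p = 0.000252, 0.000386 and 3.27e-05 from edgeR). Fbp2, the fructose-bisphosphatase of muscle, fell by 1.52, 1.76 and 1.09 (SE 0.19, 0.16 and 0.16). Lists drawn independently would share 0.313 higher and 0.213 lower genes at all 3 times, and in 10 simulations of unchanged groups against the same saline libraries the highest number shared was 0. Those simulations called at most 0, 1 and 1 genes at 4, 8 and 11 days, too few to overlap, so they set no level for the 333. Per pair of times, 228 higher and 258 lower genes were shared at 4 and 8 days (17.4 and 11 for independent lists), 253 and 287 at 4 and 11 days (29.2 and 17.8), and 177 and 220 at 8 and 11 days (5.18 and 6.27). With the saline libraries split so that no library served 2 comparisons, 170 to 327 genes were shared at 4 and 8 days, 152 to 278 at 4 and 11 days and 158 to 230 at 8 and 11 days, against at most 17.1, 33.7 and 15.3 for independent lists. Without saline A the 333 genes became 205, without saline B 514 and without 8-day C 171, and scaled by library size alone they became 157.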

The analysis revealed approximately 296 common genes that exhibited significant differences compared to the saline group, with an FDR-adjusted *p*-value < 0.05 (Figure 2A). 

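After 4 days of isoproterenol, 1626 genes were higher and 914 lower than in the saline group, and 762 and 176 of these differed by at least 2-fold. Spp1, the gene of osteopontin, rose by 6.44 on the log2 scale (SE 0.67, adjusted p = 0.000184 from edgeR), from 1 to 12 counts in a saline library to 49 to 1108 counts in a 4-day library, so the fold rests on few saline counts. Tnc, the gene of the matrix glycoprotein tenascin-C, rose by 5.51 (SE 0.52), Timp1, an inhibitor of metalloproteinases, by 4.58 (SE 0.46) and Lox, which crosslinks collagen, by 4.03 (SE 0.49), with adjusted p = 0.000111, 0.000162 and 0.000445 from edgeR. At 8 and 11 days Tnc stood at 0.83 and 0.34, Timp1 at 1.84 and 1.12 and Spp1 at 1.36 and 1.09, none past the threshold. Lox stood at 1.00 at 11 days. The value of Lox at 8 days was 1.00 (adjusted p = 0.0263 from edgeR, lost without saline A, 8-day A or 8-day C, at 0.091, 0.0786 and 0.161). Among the lower genes, Kcnv2, a modulatory subunit of potassium channels, fell by 2.00 (SE 0.28) and Timp4, the metalloproteinase inhibitor typical of the heart, fell by 1.82 (SE 0.17), with adjusted p = 0.000803 and 0.000111 from edgeR. Kcnv2 stood at -0.96 and -0.48 at 8 and 11 days (adjusted p = 0.0287 and 0.0384 from edgeR, the second lost without any 1 library other than saline B, up to 0.113 without 11-day C). The call of Kcnv2 at 8 days was lost without saline A or D or 8-day B or C, up to 0.0995 without 8-day C. Timp4 stood at -0.50 and -1.10 (adjusted p = 0.295 and 0.0167 from edgeR, the latter 0.0593 without 11-day B, 0.0699 with effective lengths as offsets and 0.143 with robust dispersions). Every 4-day heart lay on the same side of every saline heart in 13.7% of all genes tested, where a random grouping gives 2.86% on average. Scaled by library size alone, 2533 genes were higher and 293 lower. The number of genes changed at 4 days, 2540, became 1685 without saline A, 1387 without 4-day A and 1640 without 4-day C.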

In the 4-day isoproterenol treatment group, a total of 1548 genes were upregulated and 915 genes were downregulated (Supplementary Figure S1A; Supplementary Table S2). 

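After 8 days, 288 genes were higher and 322 lower than in the saline group, 105 and 90 of them by at least 2-fold. After 11 days, 483 were higher and 523 lower, 97 and 122 of them by at least 2-fold. Serpina3n, a secreted inhibitor of serine proteases, rose by 2.198 (SE 0.18) at 8 days and by 2.25 (SE 0.16) at 11 days, with adjusted p = 6.43e-05 and 2.07e-05 from edgeR. At 4 days it had risen by 3.49. Pam, the enzyme that amidates peptide hormones and is abundant in atrial granules, rose by 1.28, 1.25 and 1.02 at 4, 8 and 11 days (SE 0.091, 0.10 and 0.11). Tuba4a, an α-tubulin, fell by 1.86 (SE 0.16) and by 1.21 (SE 0.14) at 8 and 11 days, with adjusted p = 6.43e-05 and 0.000618 from edgeR, and the value of Tuba4a at 4 days was -0.96 (0.0457, lost without saline A, C or D or 4-day A, at 0.118, 0.0967, 0.0971 and 0.0971). H2-Aa, a chain of the MHC class II molecule of antigen-presenting cells, fell by 1.28, 1.41 and 2.26 at 4, 8 and 11 days (SE 0.18, 0.17 and 0.20), and its adjusted p at 11 days was 5.31e-05 from edgeR. At 11 days Mki67, a marker of dividing cells, fell by 1.67 (SE 0.27), where at 4 days it had risen by 2.27 (SE 0.32). Its value at 8 days was 0.59 (adjusted p = 0.327 from edgeR). All hearts of the group lay on one side of all saline hearts in 12.9% of all genes tested at 8 days and in 10.6% at 11 days, where a random grouping gives 5.71 and 2.86% on average. The 610 genes changed at 8 days became 369 without saline A, 375 without 8-day A and 259 without 8-day C, and rose to 912 without saline B. The 1006 genes changed at 11 days became 629 without saline C, 527, 532, 569 and 656 without 11-day A, B, C and D in turn, and 1422 without saline B. Scaled by library size alone, 167 genes were higher and 280 lower at 8 days, and 415 were higher and 220 lower at 11 days.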

In the 8-day group, 372 genes were upregulated and 425 genes were downregulated (Supplementary Figure S1A and Supplementary Table S2), while the 11-day treatment group had 500 upregulated genes and 591 downregulated genes (Supplementary Figure S1A; Supplementary Table S2). 

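Genes of the extracellular matrix (ECM) were higher in isoproterenol-treated hearts, with more members past the threshold at 4 days than at 8 or 11 days. Of 15 collagens, listed as fibrillar and beaded-filament, 14, 7 and 2 were higher at 4, 8 and 11 days by edgeR. Adjusted over the list alone 15, 12 and 8 were, and the medians were 2.50, 0.90 and 0.53 on the log2 scale. The 2 at 11 days were Col14a1 and Col16a1, while Col1a1, Col1a2 and Col3a1 did not pass then. Col14a1, which sits on collagen fibrils, rose by 2.55, 1.31 and 1.09 (SE 0.27, 0.23 and 0.22, adjusted p = 0.000186, 0.00718 and 0.0138 from edgeR), though not with robust dispersions at 8 and 11 days (0.166 and 0.128). Of 41 matricellular proteins and matrix glycoproteins, which tie fibers to cells, 26, 10 and 5 were higher (34, 18 and 7 adjusted over the list alone), with medians of 1.17, 0.43 and 0.27. Lum, lumican, a proteoglycan that spaces collagen fibrils, rose by 1.79, 1.14 and 1.11 (SE 0.17, 0.14 and 0.17, adjusted p = 0.000111, 0.000849 and 0.00223 from edgeR). Of 18 basement membrane genes 10, 3 and 1 were higher (15, 8 and 2 adjusted over the list alone), the last of them Lama5, a laminin chain, which rose by 0.69, 0.72 and 0.80 (SE 0.13, 0.10 and 0.078; at 8 days scaled by library size alone, adjusted p = 0.0765 from edgeR). Markers of activated fibroblasts, the cells that lay down ECM, moved with them, and 17, 8 and 3 of 20 were higher (20, 11 and 6 adjusted over the list alone), with medians of 3.20, 1.15 and 0.94. Tested with camera, the collagens had adjusted p = 4e-44, 5.4e-10 and 7e-06 (adjusted p = 0.27, 0.42 and 0.51 with an estimated correlation). The matricellular genes had 8.3e-51, 5.1e-12 and 0.00015 (adjusted p = 0.27, 0.4 and 0.6 with an estimated correlation). For the basement membrane genes it was 3.9e-13 at 4 days and 1e-06 at 8 days (adjusted p = 0.31 and 0.51 with an estimated correlation), and 0.26 at 11 days. For the activated fibroblast markers it was 6e-50, 2.7e-11 and 4e-04 (adjusted p = 0.27, 0.3 and 0.59 with an estimated correlation). Among the saline libraries, saline B had the highest matricellular score, 0.34 against -0.15 to -0.07 (mean log2 CPM of the list relative to the saline mean), and 11-day C the highest activated fibroblast score of its group, 1.66 against 0.11 to 0.37. Without 8-day C, 2 collagens, 5 matricellular genes, 1 basement membrane gene and 3 fibroblast markers were higher at 8 days. Without saline A 4 collagens were, and without saline B 6 basement membrane genes; scaled by library size alone 0 basement membrane genes were. At 11 days the collagens ran from 1, without saline A, C or D or 11-day A, C or D, to 4 without 11-day B and 7 without saline B. The matricellular genes ran from 1, without saline A or C, through 2 without 11-day A or C and 3 without saline D or 11-day D, to 10 without saline B. The 3 fibroblast markers became 0 without saline A or C and 1 without saline D or 11-day A, C or D.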

Gene Ontology analysis identified enrichment of ECM organization, maintaining cell–cell contact, three-dimensional structure, and cell growth regulatory genes in the upregulated gene set, indicating augmented cardiac remodeling and fibrosis (Figure 2B, Supplementary Table S3). Re-expression of several fetal genes like *Acta1* and *Pdlim1* was also observed, which is a hall mark of pathogenic remodeling (Supplementary Table S2). 

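Of 28 genes of the fetal and hypertrophic program, which the adult ventricle keeps low, 11, 7 and 6 were higher and 1, 0 and 3 lower than in saline at 4, 8 and 11 days by edgeR (16, 10 and 11 higher and 2, 4 and 5 lower adjusted over the list alone). Acta1, skeletal α-actin, rose by 2.64 at 4 days (SE 0.47, adjusted p = 0.00312 from edgeR, 0.068 with robust dispersions), from 25.1 ± 21.2 CPM in saline to 156 ± 19.7 CPM (SD, n = 4 and 4 hearts). Its value was 1.96 at 8 days (SE 0.48, adjusted p = 0.0497 from edgeR), and 0.57 at 11 days (adjusted p = 0.599 from edgeR). The call of Acta1 at 8 days ended without any 1 library other than saline B (adjusted p from 0.0573 without saline D to 0.167 without 8-day C). Pdlim1, a cytoskeletal adaptor at the Z-disc, had values of -0.12 at 4 days (SE 0.091, adjusted p = 0.479 from edgeR) and -0.28 at 8 days (SE 0.11, adjusted p = 0.249), and fell by 0.44 at 11 days (SE 0.09, adjusted p = 0.0153), with 0.0525 without 11-day C and 0.16 when scaled by library size alone. Ankrd1, a stress-responsive titin-binding repressor, rose by 2.24, 2.12 and 1.79 (SE 0.30, 0.29 and 0.28), with adjusted p = 0.00071, 0.00198 and 0.00332 from edgeR and 0.108 and 0.0754 at 8 and 11 days with robust dispersions. Fhl1, a LIM protein of the sarcomere, rose by 2.12, 1.35 and 0.53 (SE 0.27, 0.13 and 0.07), though at 11 days its adjusted p was 0.233 with all groups in one fit. Nppa, atrial natriuretic peptide, rose by 3.85 at 4 days (SE 0.52, adjusted p = 0.000698 from edgeR), from 16.3 ± 13.6 to 234 ± 111 CPM, and stood at 1.57 at 11 days (0.0766). The value of Nppa at 8 days was 2.57 (adjusted p = 0.0302 from edgeR), lost without saline A, C or D (0.0853, 0.0641 and 0.0522), and 1.54 (0.22) without 8-day C. The camera test of the list gave adjusted p = 3e-09, 0.00071 and 0.045 (adjusted p = 0.3, 0.46 and 0.57 with an estimated correlation). The higher members ran from 8 (without saline C or 4-day A) to 13 (without saline B) at 4 days, where the 1 lower gene, Mlf1, chosen after its values were seen, passed in 2 of the left-out fits only (without saline B or 4-day B). They ran from 3 (without saline A or 8-day C) to 9 (without saline B) at 8 days, and from 3 (without saline A or C or 11-day A or C) to 10 (without saline B) at 11 days.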

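Isoproterenol-treated hearts had lower levels of genes of fatty acid uptake and oxidation, which supply most of the ATP of the working heart. Of 65 such genes 46, 29 and 31 were lower than in saline at 4, 8 and 11 days by edgeR (49, 42 and 40 adjusted over the list alone), with medians of -0.56, -0.47 and -0.37, and 1, Acsl3, named after its values were seen, was higher at 11 days. Cell type markers moved as well, 8, 4 and 4 of 20 cardiomyocyte markers being lower and 2, 1 and 0 higher, and 13 of 18 fibroblast and 20 of 24 macrophage markers being higher at 4 days. The medians of the cardiomyocyte markers were -0.19, -0.15 and -0.067, against -0.56, -0.47 and -0.37 for the fatty acid genes. Their mean scores over saline were -0.055, -0.084 and -0.025, over markers that include Fabp3, itself a fatty acid gene, and Nppa. If most markers keep their level within the cells, a smaller share of cardiomyocytes would account for a part of the decrease only. That condition was not tested, and it fails for Nppa, which rose at 4 days. The 4 cardiomyocyte markers at 8 days became 1 without 8-day C and 2 without saline A or D or 8-day A or B. Fabp3, the fatty acid carrier of heart muscle, fell by 0.89, 0.76 and 0.58 (SE 0.13, 0.13 and 0.11, adjusted p = 0.00119, 0.00809 and 0.00841 from edgeR), and its adjusted p at 8 days was 0.052 without 8-day B and 0.0535 without 8-day C. Of 40 genes of calcium handling by the sarcoplasmic reticulum, the store that releases and retakes calcium in each beat, 6, 6 and 7 were lower (10, 7 and 10 adjusted over the list alone) and 2, 0 and 0 higher, with medians of -0.032, -0.074 and -0.10. Scaled by library size alone the 4-day median was 0.16, with 5 higher and 1 lower, and with effective lengths as offsets it was 0.006. Atp2a2, the calcium pump SERCA2 of the reticulum, fell by 0.63, 0.74 and 0.51 (SE 0.11, 0.12 and 0.086, adjusted p = 0.00343, 0.00431 and 0.00574 from edgeR), with the same direction in every left-out fit. Of 38 genes of the sarcomere and contraction 8, 3 and 3 were lower (9, 10 and 5 adjusted over the list alone) and 4, 1 and 2 higher, with medians of -0.081, -0.05 and -0.044, and scaled by library size alone the 4-day and 11-day medians were 0.12 and 0.039. Myl2, the regulatory light chain of ventricular myosin, fell by 0.73 at 4 days (SE 0.12, adjusted p = 0.00169 from edgeR), and stood at -0.34 and -0.17 at 8 and 11 days (adjusted p = 0.251 and 0.441). Tcap, the titin cap of the Z-disc, fell by 0.74 at 4 days and by 0.56 at 11 days (SE 0.13 and 0.084). The value of Tcap at 8 days was -0.58 (adjusted p = 0.0227 from edgeR), with 0.0752, 0.0531, 0.0937 and 0.103 without saline A, saline D, 8-day A and 8-day C. For the fatty acid genes camera gave adjusted p = 5.4e-41, 2e-29 and 4.1e-25 (adjusted p = 0.27, 0.3 and 0.3 with an estimated correlation). For calcium handling it gave 0.13, 0.0022 and 0.0011 (adjusted p = 0.27 and 0.3 at 8 and 11 days with an estimated correlation), and for the sarcomere 0.014, 0.16 and 0.53 (adjusted p = 0.57 at 4 days with an estimated correlation). The count of lower fatty acid genes became 16, 15 and 11 at 8 days without saline A, 8-day B and 8-day C, and 15 at 11 days without 11-day B or C. Scaled by library size alone it was 28, 16 and 18. The lower calcium genes at 4 days ran from 5 (without saline A or 4-day A or D) to 9 (without saline B) and at 11 days became 4 without saline A and 3 without 11-day A, B or C. Of the sarcomere genes 1 was lower at 8 days without saline A or D or 8-day A or C, and 1 or 2 were higher at 4 days without any library other than 4-day B.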

Downregulated genes primarily carried out fatty acid oxidation, sarcoplasmic reticulum calcium ion transport, and cardiac muscle contraction, indicating attenuated cardiac contractility (Figure 2B; Supplementary Table S3). 

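Of 45 genes of the ERK pathway and its feedback, 7, 1 and 2 were higher and 2, 3 and 8 lower than in saline at 4, 8 and 11 days by edgeR (9, 3 and 4 and 3, 6 and 11 adjusted over the list alone), with medians of -0.033, -0.18 and -0.19. Scaled by library size alone the 4-day median was 0.17. Dusp1, a phosphatase that switches MAP kinases off, fell by 0.71, 0.88 and 0.82 (SE 0.14, 0.11 and 0.11, adjusted p = 0.00694, 0.000849 and 0.00128 from edgeR; 0.0645 at 4 days scaled by library size alone). Pdgfra, a receptor tyrosine kinase of fibroblasts, rose by 0.68 at 4 days and 0.59 at 11 days (SE 0.094 and 0.092), and stood at 0.43 at 8 days (adjusted p = 0.07 from edgeR). Fgf16, a growth factor of the heart, fell by 0.98 at 11 days (SE 0.18, adjusted p = 0.00978 from edgeR), and stood at -0.73 at 8 days (0.106). The value of Fgf16 at 4 days was -0.68 (adjusted p = 0.0211 from edgeR, at 0.0803, 0.0512, 0.0571, 0.0537 and 0.0512 without saline A, C and D and 4-day A and C). Of 58 Wnt pathway genes, 8, 3 and 3 were higher (9, 3 and 3 adjusted over the list alone) and 2 were lower at 4 days, Sfrp5 and Wif1, named after their values were seen. Sfrp2, a secreted frizzled-related protein, rose by 3.59 at 4 days (SE 0.40, adjusted p = 0.000241 from edgeR), and the value of Sfrp2 at 8 days was 1.85 (SE 0.29, adjusted p = 0.0045; 0.0808 with effective lengths as offsets and 0.0584 with all groups in one fit). Fzd1, a Wnt receptor, rose by 1.22 at 4 days (SE 0.18). Fzd1 stood at 0.41 and 0.26 at 8 and 11 days, and Sfrp2 at 1.54 at 11 days (adjusted p = 0.0473 from edgeR, passing in 1 of the 8 left-out fits, without 11-day B, and at 0.92, adjusted p = 0.0775, without 11-day C). Of 35 cardiac ion channels, 9, 4 and 6 were lower (14, 5 and 11 adjusted over the list alone) and 3, 1 and 1 higher, with medians of -0.076, -0.14 and -0.10, the 4-day median being 0.12 when scaled by library size alone. Scn4b, a subunit of the cardiac sodium channel, fell by 1.44, 1.41 and 1.39 (SE 0.23, 0.22 and 0.26, adjusted p = 0.00153, 0.00431 and 0.00979 from edgeR; 0.116 and 0.123 at 8 and 11 days with robust dispersions). Of 55 genes of β-adrenergic and cAMP signaling, 8, 2 and 5 were higher and 6, 5 and 4 lower (13, 4 and 6 and 10, 9 and 8 adjusted over the list alone). Adcy1, an adenylyl cyclase, fell by 1.77 at 11 days (SE 0.24) and had values of -0.69 and -1.65 at 4 and 8 days (adjusted p = 0.0731 and 0.00955 from edgeR, the latter 0.0608 without 8-day C). Camera's adjusted p for the ERK list was 0.69, 0.087 and 0.00021 (adjusted p = 0.3 at 11 days with an estimated correlation). For the ion channels it was 0.0045, 0.017 and 0.015 (adjusted p = 0.42, 0.51 and 0.51 with an estimated correlation), of the Wnt list 0.091, 0.26 and 0.47 and of the β-adrenergic list 0.99, 0.53 and 0.97. Single libraries moved most of these counts. ERK genes ran from 2 (4-day A) to 9 (4-day B) higher at 4 days and from 2 (11-day B) to 8 lower at 11 days. The lower ERK genes ran from 1 (saline A) to 4 (saline B) at 4 days and from 1 (saline A) to 5 (saline B) at 8 days. Lower ion channels became 2 at 8 days without saline A or D or 8-day C and 3, 3, 2 and 3 at 11 days without 11-day A, B, C and D. Higher ion channels at 4 days ran from 2 (saline A) to 6 (4-day B). Higher Wnt genes became 1 without 8-day A or C at 8 days and without saline C or 11-day C at 11 days. The 2 lower Wnt genes at 4 days became 0 without saline C. The β-adrenergic genes higher at 4 days ran from 4 (saline A) to 11 (saline B), those at 8 days from 0 to 3 with 1 (8-day C) to 8 (saline B) lower, and those at 11 days from 0 (11-day A) to 5.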

Other signaling pathways that play a very important role in cardiac physiology like ERK, WNT, and calcium signaling were also disrupted (Supplementary Table S3).

**FIGURE 2:**
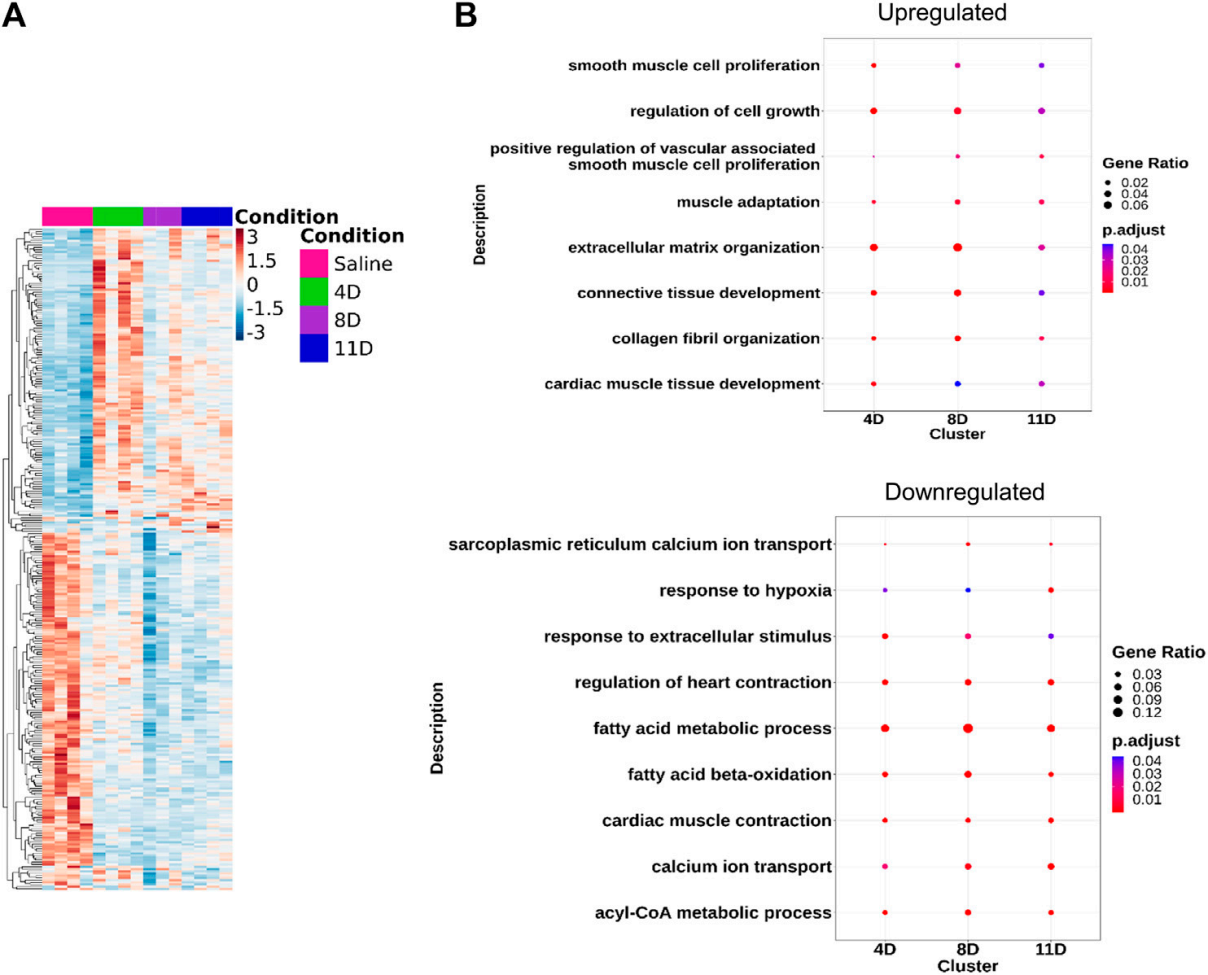
Transcriptomic analysis of the isoproterenol-treated hearts. RNA sequencing shows differential expression of common genes (DEGs) across the three groups. **(A)** Heatmap showing the DEGs across the three timepoints compared to control (LFC = 0, *p* < 0.05). **(B)** Gene Ontology showing the common pathways affected during isoproterenol-induced cardiac remodeling.

To analyze genes with significantly different expression profiles over time during isoproterenol-induced fibrosis, we utilized the maSigPro tool, which grouped them into four clusters depending on the biological processes they regulate (Figure 3A). 

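Over the 4 groups, 3489 of 26862 genes changed by edgeR's quasi-likelihood F test of the group (7027 at an unadjusted p under 0.05). Of the genes that the paper's supplement places in its clusters (cluster 1 has another size in Fig. 3A), chosen on these samples and so not independent evidence, 601 of 967 in cluster 1 (62.2%), 126 of 562 in cluster 2 (22.4%), 408 of 487 in cluster 3 (83.8%) and 116 of 297 in cluster 4 (39.1%) were among them. On FPKM fewer genes passed over the 4 groups, 919 and 871 by limma on log2(FPKM + 1) and log2(FPKM + 0.1), 618 by the former without the count filter and 249 by a one-way F test. By limma on log2(FPKM + 1) 301, 74, 162 and 61 genes of clusters 1 to 4 were among them. Of 99 other groupings of the same libraries 1 gave 3172 genes by edgeR, with the saline hearts and 3 of 4 hearts of the 4-day and 11-day groups still together, and the next highest gave 26. Tested between times, 62 genes were higher and 211 lower at 8 days than at 4 days, and 761 were higher and 1417 lower at 11 days than at 4 days. Between 8 and 11 days 1 gene passed, the clock gene Dbp, which was lower at 11 days (2588 genes at an unadjusted p under 0.05), while DESeq2 called 38 higher and 61 lower. The 3489 genes became 2198 without 4-day A. The 273 genes between 4 and 8 days became 25, 700, 137, 12 and 5 without 4-day A, B and D and 8-day A and B in turn. The 2178 genes different between 4 and 11 days became 974 and 1366 without 4-day A and C and 1429, 1367 and 1432 without 11-day A, B and D. The count between 8 and 11 days ran from 0 to 13, the latter without 4-day A. The paper reads the enrichment of ECM organization, cell contact and growth regulation terms among the upregulated genes as a sign of augmented remodeling and fibrosis. It reads downregulated genes of fatty acid oxidation, sarcoplasmic reticulum calcium transport and muscle contraction as a sign of attenuated contractility.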

Genes in clusters 1 and 2 exhibited an increased expression at 4 days upon isoproterenol treatment with slow reduction in expression over time (Figures 3A, B; Supplementary Tables S4, S2). 

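Cluster 1 genes were higher in isoproterenol-treated hearts, 537, 159 and 144 of 967 at 4, 8 and 11 days by edgeR, with medians of 0.43, 0.23 and 0.16 on the log2 scale, and 4 were lower at 11 days, Mki67, Sema3c, Top2a and Cdk1, all but Mki67 named after their values were seen. Tested between 4 and 11 days, its members Col1a1 and Postn fell by 2.78 and 3.15 (edgeR adjusted p under the threshold for both). Cluster 2 genes had a median near 0 at 4 days, -0.033, with 11 of 562 higher and 13 lower. The median was 0.17, with 42 higher and 0 lower, when scaled by library size alone. It was -0.032, with 46 higher and 17 lower, with the gene length trend removed. At 8 and 11 days 27 and 42 cluster 2 genes were lower and 1 higher at each time, with medians of -0.20 and -0.11. With library size alone as the scale, 3 and 4 were lower and 1 and 0 higher, with medians of -0.30 and -0.039. Both clusters were chosen by the study on these samples, so their direction is not independent evidence. Camera's unadjusted p for cluster 1 was 4.1e-81, 5e-31 and 1.3e-22 (p = 0.003, 0.0094 and 0.0069 with an estimated correlation) and that of cluster 2 0.21, 2.3e-25 and 6.6e-11 (p = 0.77, 0.042 and 0.099 with an estimated correlation). At 8 days 61 cluster 1 genes were higher when scaled by library size alone and 95 with effective lengths as offsets. The higher cluster 1 genes ran from 84 (8-day C) to 202 (saline B) at 8 days. They became 87 (1 lower), 106 (2 lower) and 95 at 11 days without 11-day A, B and C. The lower cluster 2 genes ran from 5 (saline D) to 28 (saline B) at 4 days, from 4 (8-day C) to 45 (saline B) at 8 days and from 12 (11-day B) to 69 (saline B) at 11 days. The higher cluster 2 genes at 4 days ran from 5 (saline A) to 16 (4-day B).

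**Figure D1:**
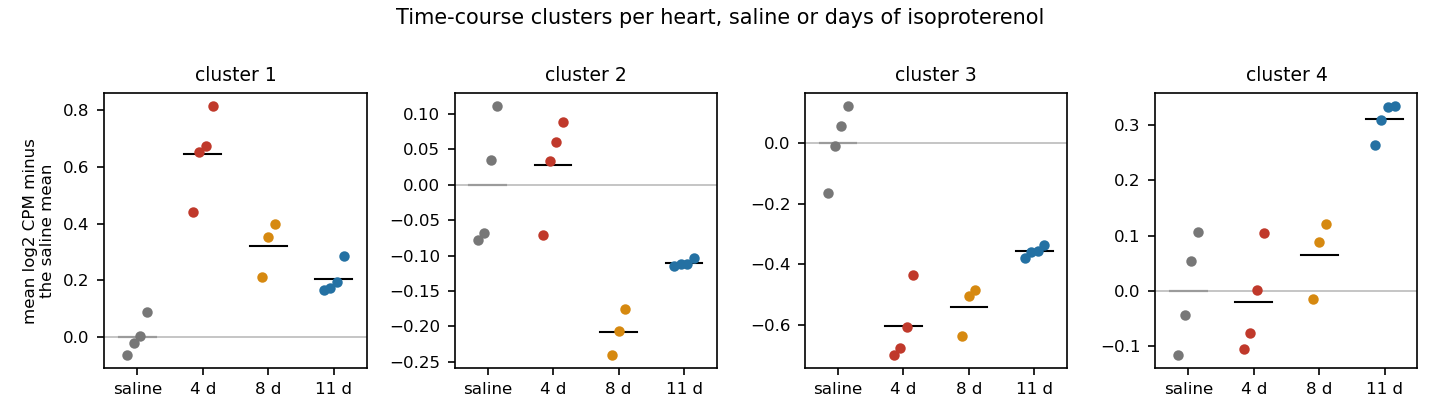
Mean log2 CPM of the genes of the paper's clusters 1 to 4 in each heart, relative to the saline mean, against the group (saline, 4, 8 and 11 days); points are hearts and black lines group means. Cluster 1 scores are highest in the 4-day hearts and cluster 3 scores lie below saline in the treated groups on the TMM scale, while clusters 2 and 4 at 4 days lie near 0 and have medians of 0.17 and 0.18 with 0 and 1 genes lower when scaled by library size alone.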

Genes in cluster 1 primarily function in extracellular matrix maintenance (Figures 3A, B; Supplementary Tables S4, S2). These include different collagens (*Col1*, *Col3*, and *Col15*), structural proteins (*Adamts* and *Mmps*), and profibrotic markers (*Postn*, *Tgfbr2*, *Fbln7*, and *Fn1*) (Figures 3B, C). 

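Col1a1 and Col3a1, the main collagens of cardiac scar, rose in 4-day hearts from 40.7 ± 10.9 to 438 ± 230.1 CPM and from 99.4 ± 20.9 to 1488 ± 765 CPM (SD, n = 4 and 4 hearts), log2 fold changes of 3.43 (SE 0.37) and 3.91 (SE 0.36), with adjusted p = 0.000228 and 0.000111 from edgeR. The value of Col3a1 at 8 days was 1.60 (SE 0.29, adjusted p = 0.00909 from edgeR; 0.94 without 8-day C, and adjusted p = 0.0873 by DESeq2 with the paper's settings and 0.216 with robust dispersions). The value of Col1a1 at 8 days was 1.29 (adjusted p = 0.0456 from edgeR), a call lost without saline A, C or D (0.12, 0.0928 and 0.0883) and at 0.59 (0.229) without 8-day C. At 11 days Col1a1 stood at 0.64 and Col3a1 at 0.75 (adjusted p = 0.155 and 0.171 from edgeR). Col15a1, a collagen next to basement membranes, rose by 1.06 at 4 days (SE 0.19) and stood at 0.04 and -0.39 later (adjusted p = 0.00376, 0.97 and 0.116 from edgeR). Postn, periostin, a marker of activated fibroblasts, rose by 4.59 at 4 days (SE 0.41, from 17.4 ± 6.07 to 415 ± 211 CPM) and by 1.85 at 8 days (SE 0.33; 1.17 without 8-day C, and adjusted p = 0.221 with robust dispersions and 0.0974 with all groups in one fit of edgeR), and stood at 1.43 at 11 days (0.155). In saline B it was the highest of the saline hearts, at 4.73 log2 CPM. Fn1, fibronectin, rose by 2.61 at 4 days (SE 0.34, adjusted p = 0.000632 from edgeR) and stood at 0.67 and 0.18 later, and Tgfbr2, a receptor of TGF-β, rose by 0.46 (SE 0.084) and stood at 0.33 and 0.26. Fbln7, fibulin-7, rose by 3.34 at 4 days (SE 0.64, adjusted p = 0.00489 from edgeR), from 0 to 2 counts in a saline library to 3 to 54, so the fold rests on few counts. It stood at 2.68 at 8 days (adjusted p = 0.144 from edgeR). The value of Fbln7 at 11 days was 2.71 (adjusted p = 0.0292 from edgeR, between 0.0586 and 0.126 without saline A or C or 11-day A, C or D). Of 23 ADAMTS proteases, which cleave procollagen and proteoglycans, 11, 4 and 2 were higher at 4, 8 and 11 days by edgeR (12, 4 and 3 adjusted over the list alone), and 1 was lower at 8 days, Adamts7, named after its values were seen, and 1 at 11 days, Adamts1. Adamts12 rose by 2.28, 1.04 and 0.88 (SE 0.28, 0.18 and 0.18), its adjusted p at 8 days being 0.084 with effective lengths as offsets and, at 8 and 11 days, 0.0562 and 0.0706 with all groups in one edgeR fit. Of 18 matrix metalloproteinases and their inhibitors, which degrade ECM and hold that in check, 8, 2 and 3 were higher and 4, 0 and 3 lower (9, 4 and 6 and 4, 2 and 3 adjusted over the list alone). Mmp2, the gelatinase of fibroblasts, rose by 1.35, 1.21 and 1.12 (SE 0.17, 0.16 and 0.15, adjusted p = 0.000607, 0.00167 and 0.00128 from edgeR), and Mmp3, stromelysin, by 1.53 at 11 days (SE 0.29) from values of 0.35 and -0.17 earlier. Of the cluster's ECM organization term, chosen by the study on these samples and not independent evidence of direction, 49, 23 and 9 of 60 genes were higher. Single libraries moved these counts. The higher ADAMTS genes became 1 at 8 days without 8-day C and 2 without saline A or C or 8-day A. The higher metalloproteinases and inhibitors became 1 at 8 days without saline A or D or 8-day A or C. Without saline C 0 ADAMTS genes were lower at 8 and at 11 days. The 3 lower metalloproteinases and inhibitors at 11 days became 1 without 11-day B. The ECM term became 12 and 8 at 8 days without saline A and 8-day C and 3 (saline A, 11-day C or D) to 18 (saline B) at 11 days. With effective lengths as offsets its count was 13 at 8 days and 5 at 11 days, and scaled by library size alone 14 and 9.

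**Figure D2:**
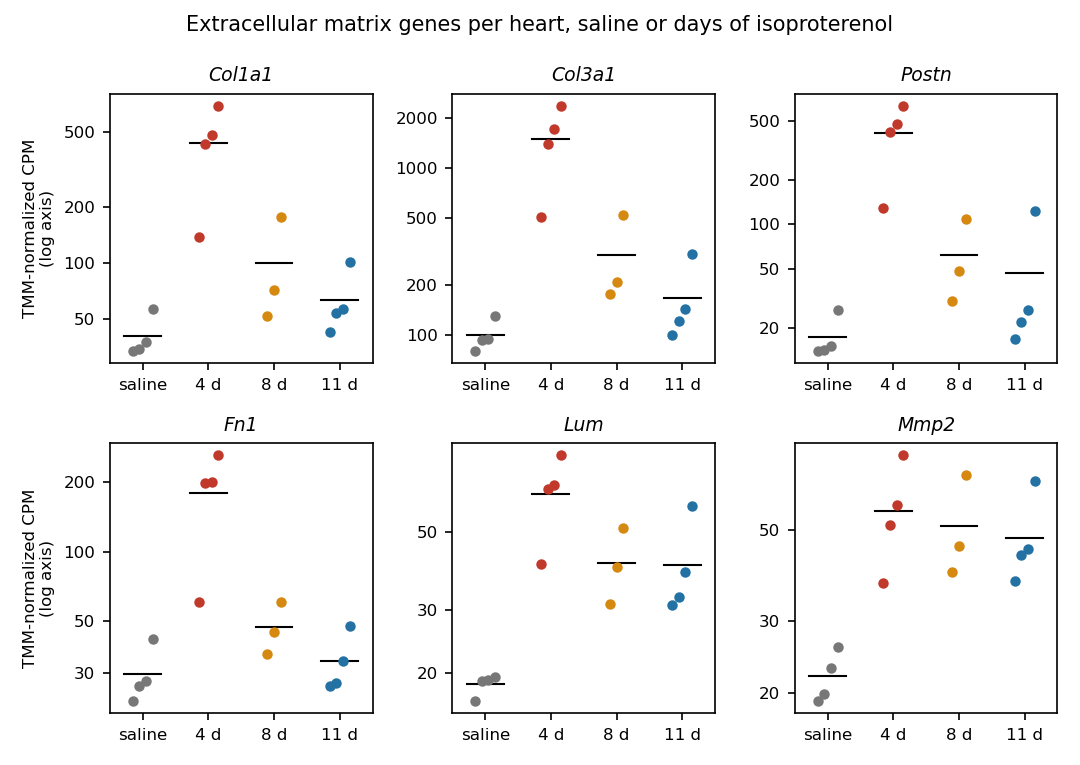
CPM (TMM-scaled, log axis) of Col1a1, Col3a1, Postn, Fn1, Lum and Mmp2 in each heart, against the group (saline, 4, 8 and 11 days); points are hearts and black lines group means. The 4-day means are the highest for each gene, 438 CPM for Col1a1 against 40.7 in saline, and in the 8-day group Col1a1 is at 176 CPM in 8-day C against 52.1 and 71.4 in the others.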

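Of 78 nuclear genes of the respiratory chain, which makes ATP with oxygen, 9 were lower than in saline at 4 days by edgeR (23 adjusted over the list alone) and 0 were higher, with a median of -0.23 on the log2 scale, -0.024 when scaled by library size alone, where 2 were higher and 1 lower. Cox6a2, the heart and muscle form of a cytochrome c oxidase subunit, fell by 0.69 at 4 days (SE 0.14, adjusted p = 0.00784 from edgeR) and stood at -0.52 and -0.26 at 8 and 11 days (0.104 and 0.36). At 8 and 11 days 0 genes of the list passed edgeR's threshold, 18 and 9 being lower and 0 and 1 higher at an unadjusted p under 0.05, and DESeq2 with the paper's settings called 3 and 2 lower. The medians were -0.18 and -0.061, the latter 0.027 when scaled by library size alone. The camera test gave adjusted p = 4.6e-10 at 4 days and 1e-08 at 8 days (adjusted p = 0.6 and 0.6 with an estimated correlation), and 0.078 at 11 days. Of 58 factors that build ribosomes, 1, 0 and 4 were higher and 1, 0 and 0 lower at 4, 8 and 11 days (1, 0 and 11 and 1, 0 and 1 adjusted over the list alone), with 3 higher and 3 lower at 8 days at an unadjusted p and 0 by DESeq2. Polr1a, the large subunit of RNA polymerase I, fell by 0.40 at 4 days (SE 0.076, adjusted p = 0.00493 from edgeR; 0.316 scaled by library size alone). Polr1a stood at -0.24 and -0.16 at 8 and 11 days. In the study's own terms, chosen on these samples and not independent evidence of direction, the 23 respiration genes of cluster 2 had medians of -0.12, -0.27 and -0.13 and the 17 ribosome biogenesis genes -0.005, -0.21 and -0.021, with 4-day medians of 0.083 and 0.21 when scaled by library size alone. Of these 0 respiration genes passed edgeR's threshold at any time (0, 0 and 0 higher and 2, 13 and 8 lower at an unadjusted p under 0.05; 0, 3 and 4 lower by DESeq2), and 1 ribosome biogenesis gene did, C1qbp, lower at 11 days and named after its values were seen. Camera's unadjusted p for them at 8 days was 6e-10 and 8.8e-06 (p = 0.13 and 0.15 with an estimated correlation). The lower respiratory chain genes at 4 days ran from 2 without 4-day A or C to 24 without saline B, and without saline B 5 were lower at 8 and at 11 days, as were 5 of the study's respiration genes. The 4 ribosome factors higher at 11 days became 0 without saline A or C or any 11-day library.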

Genes in cluster 2 regulate some important processes like respiration and ribosome biogenesis, and are severely hampered upon sustained cardiac stress (Supplementary Figure S2). Cluster 3 primarily included genes related to fatty acid and lipid metabolism, and genes in this cluster are downregulated upon isoproterenol treatment (Figure 3B; Supplementary Figure S2; Supplementary Tables S4, S5). 

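Cluster 3 genes were lower in isoproterenol-treated hearts, 365, 195 and 195 of 487 at 4, 8 and 11 days by edgeR and 0 higher (0, 0 and 1 higher at an unadjusted p under 0.05), with medians of -0.53, -0.47 and -0.30 on the log2 scale. Its 28 fatty acid oxidation genes were lower in 28, 21 and 20 cases, with medians of -0.68, -0.55 and -0.44. Both sets were chosen by the study on these samples and are not independent evidence of direction. Ech1, an isomerase of fatty acid β-oxidation, fell by 1.24, 1.10 and 0.79 (SE 0.15, 0.15 and 0.12, adjusted p = 0.000357, 0.00222 and 0.0024 from edgeR), and Cpt2, the carnitine palmitoyltransferase of the inner mitochondrial membrane, fell by 0.81, 0.77 and 0.68 (SE 0.12, 0.11 and 0.094). Plin5, which coats lipid droplets beside mitochondria, fell by 0.97, 1.10 and 0.78 (SE 0.12, 0.12 and 0.11, adjusted p = 0.000379, 0.000307 and 0.00176 from edgeR). Pdk4, the kinase that shuts off pyruvate oxidation when fat is burned, fell by 1.89, 1.42 and 1.78 (SE 0.18, 0.25 and 0.17; at 8 days adjusted p = 0.00836 from edgeR and 0.2 with robust dispersions). Camera's unadjusted p for the cluster was 1.1e-109, 4.8e-92 and 1.6e-55 (p = 0.005, 0.0071 and 0.0092 with an estimated correlation). Scaled by library size alone, 169, 121 and 109 of the cluster were lower, and 20, 11 and 10 of its fatty acid oxidation genes. The counts became 92 at 8 days without 8-day C and 127 at 11 days without 11-day B for the cluster. For its fatty acid genes they became 12, 13, 11 and 8 at 8 days without saline A, saline D, 8-day B and 8-day C and 8 and 9 at 11 days without 11-day B and C.

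**Figure D3:**
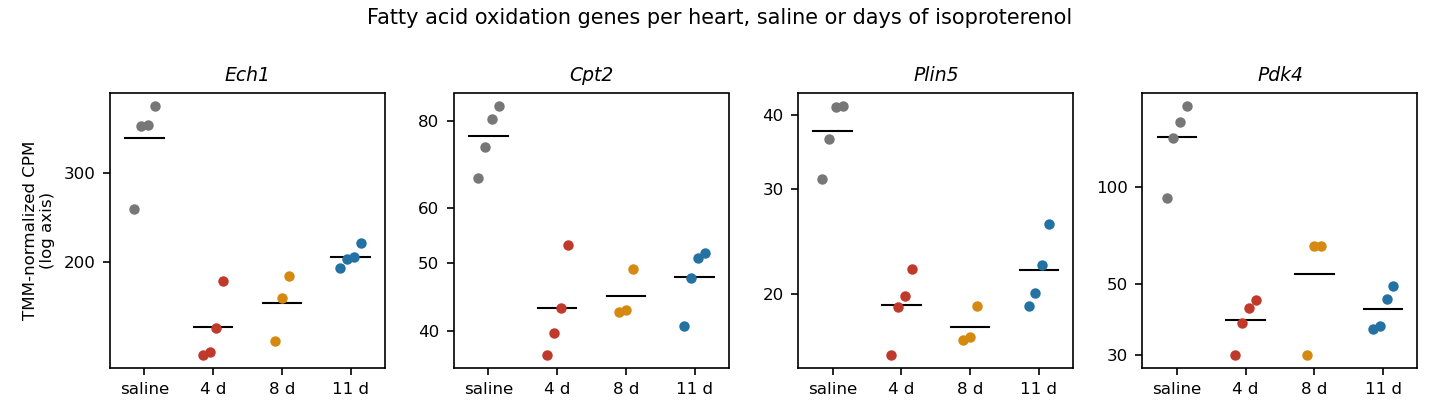
CPM (TMM-scaled, log axis) of Ech1, Cpt2, Plin5 and Pdk4 in each heart, against the group (saline, 4, 8 and 11 days); points are hearts and black lines group means. The means of the treated groups lie below the saline mean for each gene, the log2 fold change of Ech1 being -1.24, -1.10 and -0.79.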

Cluster 4 mainly consisted genes regulating RNA processing and splicing, and these genes are upregulated during isoproterenol-induced fibrosis at 11 days (Figure 3B; Supplementary Figure S2; Supplementary Tables S4, S5). 

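Of the 297 genes of cluster 4, 63 were higher and 0 lower than in saline at 11 days by edgeR (174 higher and 0 lower at an unadjusted p under 0.05), with a median of 0.24 on the log2 scale. At 4 days 6 were higher and 5 lower, with a median of -0.029 that became 0.18, with 24 higher and 1 lower, when scaled by library size alone, and at 8 days 15 were higher, with a median of 0 (5 and -0.089 scaled by library size alone). Within the cluster, the 18 genes of non-coding RNA processing had medians of -0.047, -0.014 and 0.21, the 15 splicing genes 0.025, -0.002 and 0.21 and the 18 ribosome biogenesis genes -0.063, -0.025 and 0.20 at 4, 8 and 11 days, the 4-day medians being 0.15, 0.22 and 0.14 when scaled by library size alone and the 8-day medians -0.11, -0.12 and -0.12. At 11 days 4, 2 and 3 of them were higher: Utp3, Ptcd1, Wdr75 and Exosc1, the splicing genes Ivns1abp and Lsm10, and Utp3, Wdr75 and Exosc1, where Ptcd1, Ivns1abp and Lsm10 were named after their values were seen. Utp3, a factor of 18S ribosomal RNA maturation, had values of 0.082, 0.20 and 0.41 (SE 0.11, 0.12 and 0.10, adjusted p = 0.738, 0.539 and 0.035 from edgeR), and at 11 days it passed only without saline B or D of the left-out fits (adjusted p up to 0.106 without 11-day A). The cluster and its terms were chosen by the study on these samples and are not independent evidence of direction. At 11 days camera's unadjusted p was 1.3e-42 for the cluster (p = 0.02 with an estimated correlation), 3.7e-07 for RNA processing (p = 0.11), 4.5e-09 for splicing (p = 0.029) and 5.5e-07 for ribosome biogenesis (p = 0.11). Without saline C, 11-day A, B and C the 63 genes became 40, 38, 37 and 40, and the 15 at 8 days became 9 without 8-day A. At 4 days the higher genes ran from 2 (saline A) to 9 (saline B) and the lower from 0 (saline D) to 9 (saline B). The 4 RNA processing genes became 0 without saline A or C or any 11-day library, and the 2 splicing genes 4 without saline A. The 3 ribosome biogenesis genes became 0 without saline C. With effective lengths as offsets 0 RNA processing, 2 splicing and 1 ribosome biogenesis genes were higher at 11 days. At 8 days, where 2 splicing genes were higher, the count was 1 in every left-out fit.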

Similar to the temporal expression changes, we also observed increased collagen deposition in the respective animal groups from as early as 4 days after isoproterenol injection (Figure 1E).

**FIGURE 3:**
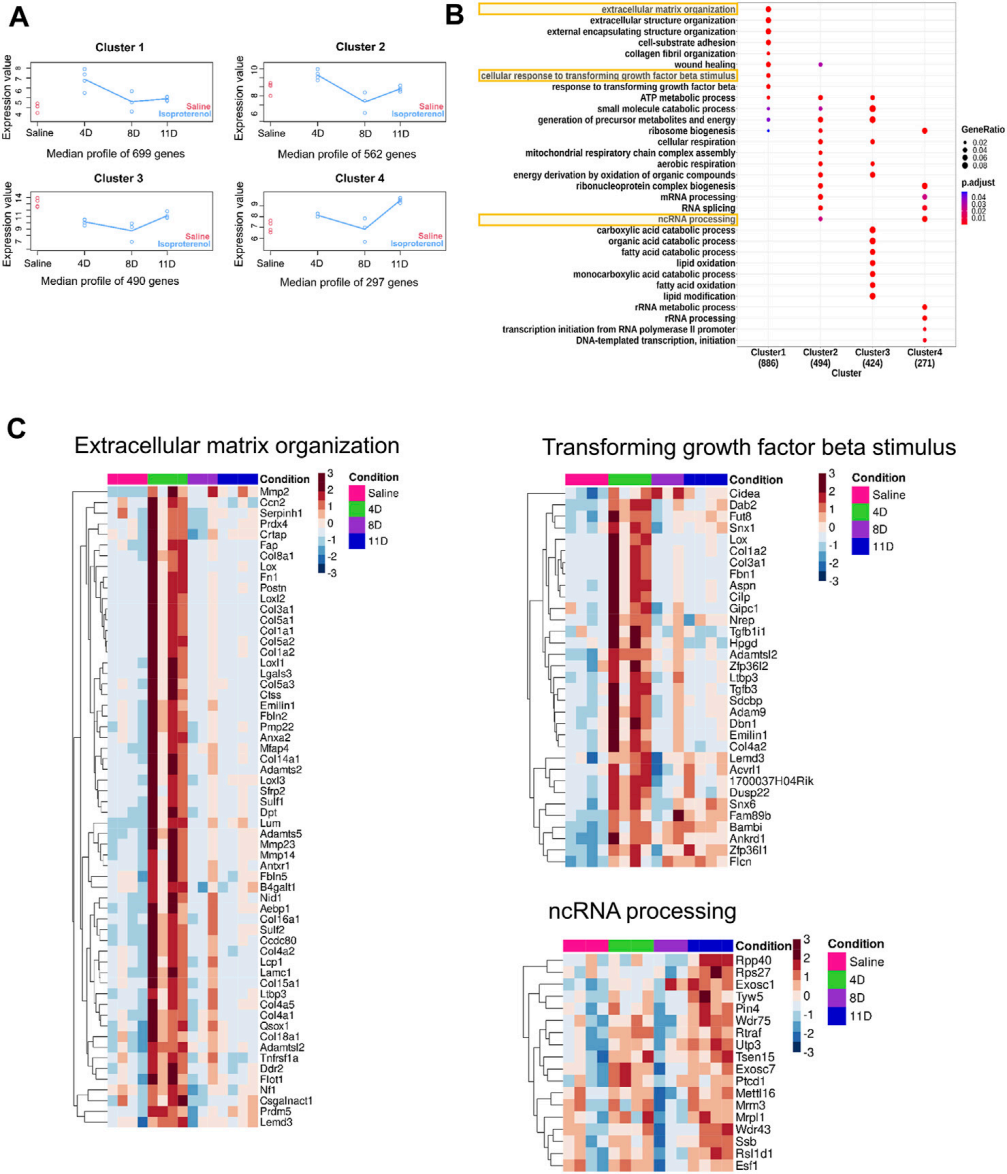
Time-course analysis of DEGS **(A)** Time-course analysis shows significant changes in gene expression over time. The gene expression profile was grouped into four clusters with distinct temporal profiles. **(B)** Gene Ontology (GO) of the genes obtained from the aforementioned four clusters. **(C)** Heatmap depicting the gene expression patterns of few pathways from each clusters.

### Altered long non-coding RNA expression profile during isoproterenol-induced cardiac fibrosis

Previous studies have revealed changes in the expression of lncRNAs, following transverse aortic constriction (TAC) or myocardial infarction (MI). In this investigation, we present novel findings on the differential expression of lncRNAs upon isoproterenol treatment for 4, 8, or 11 days (Supplementary Table S6). 

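Among 6799 long non-coding RNA (lncRNA) genes tested, 75 were higher and 124 lower than in saline at 4 days, 18 and 37 at 8 days and 27 and 55 at 11 days by edgeR, and 29 passed at all 3 times. Mhrt, transcribed antisense to the myosin heavy chain gene Myh7 and known to protect the heart from hypertrophy, fell by 0.58, 0.78 and 0.89 on the log2 scale at 4, 8 and 11 days (SE 0.10, 0.12 and 0.10, adjusted p = 0.0021, 0.00431 and 0.000503 from edgeR). Plet1os, antisense to Plet1, rose by 0.82, 1.15 and 1.16 (SE 0.15, 0.17 and 0.15, adjusted p = 0.00411, 0.00301 and 0.00118 from edgeR). Both share sequence with the gene on the opposite strand, and whether counting used the strand is not given in the sources used here, so part of their counts may belong to that gene. Gm36827, annotated as a long intergenic RNA, fell by 1.69 and 1.85 at 4 and 8 days (SE 0.30 and 0.20; at 4 days adjusted p = 0.00312 from edgeR and 0.058 with robust dispersions). The value of Gm36827 at 11 days was -0.70 (adjusted p = 0.0292 from edgeR, lost without saline A, saline D or 11-day B, at 0.0595, 0.0667 and 0.0663). Of 29 cardiac and imprinted lncRNAs, 5, 1 and 0 were higher and 1, 1 and 1 lower (5, 1 and 2 and 2, 1 and 2 adjusted over the list alone). H19, an imprinted lncRNA of fetal tissues, rose by 1.399 at 4 days (SE 0.31, adjusted p = 0.0126 from edgeR, 0.109 with robust dispersions) and stood at -0.48 and 0.42 later, and Dnm3os, a precursor of microRNAs induced in fibrosis, rose by 1.052 (SE 0.19). The value of Dnm3os at 8 days was 0.75 (adjusted p = 0.0267 from edgeR, lost without saline A or D or 8-day A or C, at 0.0821, 0.0575, 0.0896 and 0.13), and at 11 days it was 0.53. The totals of 199, 55 and 82 became 111, 97 and 109 without saline C, 4-day A and 4-day C, 34, 34 and 20 without saline A, 8-day B and 8-day C, and 51, 45, 47 and 48 without saline C and 11-day A, B and C.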

Notably, well-characterized lncRNAs such as *Snhg4* and *Lockd* were deregulated upon isoproterenol treatment (Supplementary Table S6).

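Snhg4, a host gene of small nucleolar RNAs, had log2 fold changes of 0.24, 0.068 and 0.19 at 4, 8 and 11 days (SE 0.15, 0.19 and 0.13, adjusted p = 0.371, 0.93 and 0.534 from edgeR). A further Snhg4 identifier, under 1 CPM in each group, stood at -0.43, 1.23 and -0.39, with 0 calls. Lockd, a lncRNA downstream of the cell cycle inhibitor Cdkn1b, had log2 fold changes of 0.51, 0.10 and 0.067 (SE 0.18, 0.25 and 0.22, adjusted p = 0.102, 0.92 and 0.923 from edgeR). The value of Lockd at 4 days passed by DESeq2 with the paper's settings (0.83, adjusted p = 0.0279) and by edgeR scaled by library size alone (0.72, adjusted p = 0.0334). Of 19 small nucleolar RNA host genes, 2, 0 and 3 were higher at 4, 8 and 11 days (2, 0 and 3 adjusted over the list alone), with 3 higher and 2 lower at 8 days at an unadjusted p under 0.05 and 0 by DESeq2 with the paper's settings. Snhg14, in the imprinted Prader-Willi region, was the 1 lower gene at 4 days. Zfas1, another host gene, rose by 0.72 at 4 days and 0.58 at 11 days (SE 0.12 and 0.11, adjusted p = 0.00174 and 0.0101 from edgeR) and stood at 0.57 at 8 days (0.0862). The camera test of the list gave adjusted p = 0.26, 0.38 and 0.00093 (adjusted p = 0.3 at 11 days with an estimated correlation). The 3 genes higher at 11 days became 1 without saline A or C or 11-day A or C, the 2 at 4 days became 1 without 4-day A, and Snhg14 passed without saline A or B or 4-day B only.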

Following our pipeline for the identification of novel lncRNAs, we obtained a final set of 94 unique transcripts, which we classify as “putative novel lncRNAs” (Figure 4A). Following these criteria, we identified four differentially expressed novel transcripts without coding potential based on the CPAT assessment (Figures 4B, C). Henceforth, we refer to these novel lncRNAs as Isolnc1, 2, 3, or 4 (Table 1). Among the four Isolncs detected, Isolncs 1, 2, and 3 were upregulated, while Isolnc4 showed decreased expression after isoproterenol treatment (Table 1). Notably, Isolnc1 is transcribed in an antisense manner from an intronic region of the *Clip4* gene on chromosome 17, while the other three are intergenic (Table 1). 

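At the coordinates the paper gives, Isolnc1 lies on chromosome 17 of GRCm38 from 71779738 to 71781873 on the minus strand and spans 2136 bp. Clip4, a linker protein of microtubules, is annotated on the plus strand from 71768473 to 71864273, so the transcript lies inside that gene and antisense to it. In the annotation used here its span holds or meets 2 exons of Clip4, and whether its own exons do was not measured. Clip4 had log2 fold changes of 0.32, 0.24 and 0.078 at 4, 8 and 11 days (SE 0.084, 0.093 and 0.073, adjusted p = 0.0299, 0.255 and 0.666 from edgeR). The call of Clip4 at 4 days was lost without saline A or C or 4-day A or C (0.104, 0.0753, 0.11 and 0.112). Alk, the next gene at higher coordinates, starts 87.1 kb away. Counts of the transcript itself were not analysed here.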

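Isolnc2, at the coordinates the paper gives, lies on chromosome 8 of GRCm38 from 40124250 to 40129676 on the plus strand and spans 5427 bp, with no annotated gene inside it. Fgf20, a fibroblast growth factor, is the nearest protein-coding gene at higher coordinates, annotated on the minus strand from 40279166 to 40308331, which leaves 149.5 kb between them. At lower coordinates lie the pseudogene Gm7082, 106.0 kb away, and Msr1, the class A scavenger receptor of macrophages, 481.6 kb away. Msr1 rose by 1.20 on the log2 scale at 4 days (SE 0.22, adjusted p = 0.00346 from edgeR) and stood at 0.30 and 0.41 at 8 and 11 days (0.691 and 0.34), while Fgf20 had too few counts to be tested. Isolnc3 lies on chromosome 15 from 82361513 to 82368690 on the plus strand and spans 7178 bp. On its sides, both on the minus strand, are Ndufa6, a subunit of respiratory complex I, from 82350140 to 82354322 and 7.2 kb away, and Cyp2d22, a cytochrome P450, from 82370527 to 82380260 and 1.8 kb away. Ndufa6 had log2 fold changes of -0.062, 0.089 and 0.13 (SE 0.12, 0.13 and 0.11, adjusted p = 0.835, 0.847 and 0.618 from edgeR) and Cyp2d22 of -0.20, 0.20 and 0.28 (SE 0.14, 0.18 and 0.13, adjusted p = 0.467, 0.713 and 0.297 from edgeR).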

Isolnc2 is located approximately 36 Mbp downstream of the protein-coding gene *Fgf20* on chromosome 8, while Isolnc3 positioned between the protein-coding genes *Ndufa6* and *Cyp2d22* on chromosome 15 (Table 1). 

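Isolnc4, at the coordinates the paper gives, lies on chromosome 9 of GRCm38 from 97141142 to 97144234 on the plus strand and spans 3093 bp, with no annotated gene inside it. Slc25a36, a mitochondrial carrier of pyrimidine nucleotides, is annotated on the minus strand from 97074961 to 97111157, 30.0 kb below the start of the transcript. At higher coordinates are the pseudogene Rpl7a-ps10, 34.9 kb away, and the protein-coding gene Trim42, 205.3 kb away. Slc25a36 had log2 fold changes of -0.11, -0.02 and 0.11 at 4, 8 and 11 days (SE 0.085, 0.11 and 0.08, adjusted p = 0.495, 0.971 and 0.567 from edgeR).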

Another intergenic non-coding transcript Isolnc4 was found 30 kb upstream to *Slc25a36* (Table 1). To validate the results from RNA sequencing, individual qRT-PCR analysis was performed for Isolncs (Supplementary Figure S4B). We prepared primers for these Isolncs and observed no expression in the absence of reverse transcriptase, suggesting no genomic DNA contamination in our cDNA preparation (Supplementary Figure S4A). Similar to RNA sequencing data, the expression of Isolnc2 is upregulated, while Isolnc4 is downregulated upon isoproterenol treatment (Figure 4D). Organ profiling of the Isolncs further indicated heart-specific expression of Isolncs 2 and 4 (Figure 5B; Supplementary Figure S4C). Based on these observations, we selected Isolncs 2 and 4 for further analysis.

**FIGURE 4:**
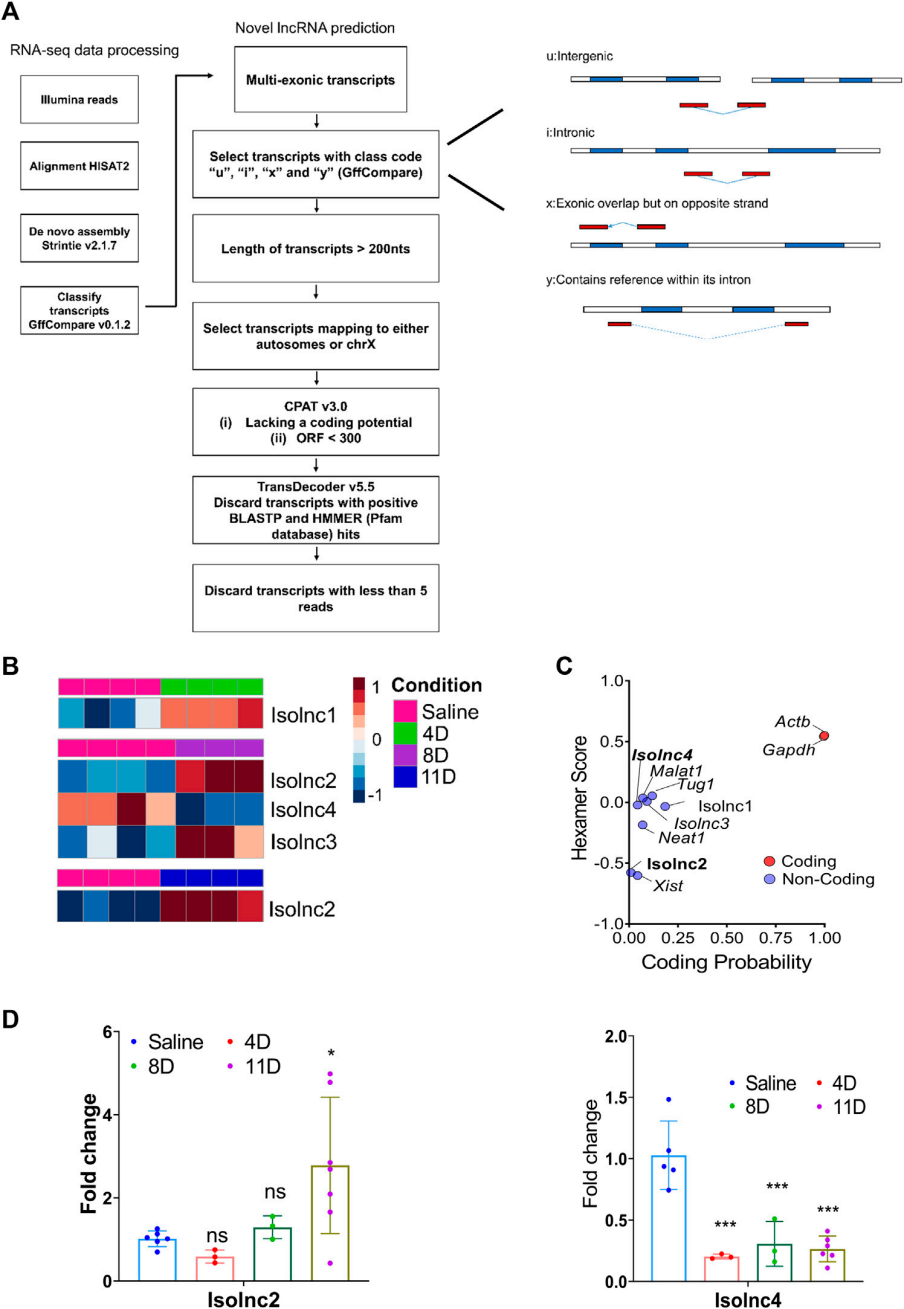
Expression profile of novel long non-coding RNA transcripts. **(A)** Schematic representation of the novel lncRNA prediction pipeline. **(B)** RNA sequencing shows differential expression of different novel lncRNAs across three groups. **(C)** Analysis of coding potential of Isolncs by CPAT compared to known coding and non-coding RNAs. **(D)** qRT PCR validation of Isolncs 2 and 4 in isoproterenol-treated animals. * *p* value < 0.05, ** *p* value < 0.01, and *** *p* value < 0.001. One-way ANOVA followed by Dunnett’s test was performed to compute statistical differences between saline and isoproterenol groups.

**TABLE 1:** (A) Chromosomal coordinates of the different novel transcripts obtained from 4, 8, and 11 day groups.

Condition	Chromosome location	Transcript name	Strand	Type of transcript	Neighboring genes	Expression pattern
4D	Chr17:71779738–71781873	Isolnc1	-	Intronic	*Clip4*	Upregulated
8D & 11D	Chr8:40124250–40129676	Isolnc2	+	Intergenic	*Msr1* and *Fgf20*	Upregulated
8D	Chr15:82361513–82368690	Isolnc3	+	Intergenic	*Ndufa6* and *Cyp2d22*	Upregulated
8D	Chr9:97141142–97144234	Isolnc4	+	Intergenic	*Slc25A36* and *Trim42*	Downregulated

**FIGURE 5:**
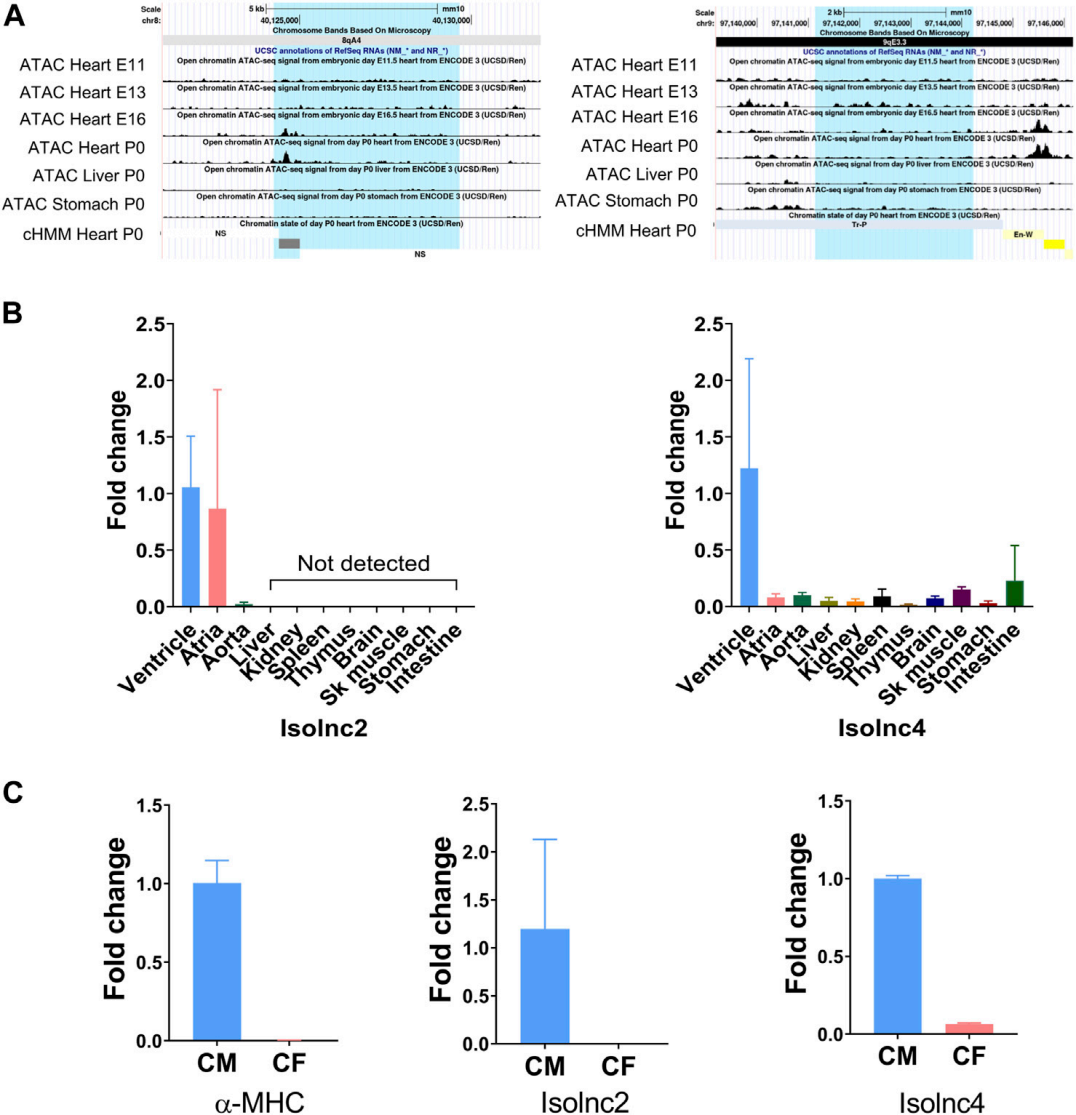
UCSC screenshots of ATAC-seq and qRT-PCR showing expression patterns of Isolncs 2 and 4 in different tissues and subcellular fractions. **(A)** UCSC Genome Browser (mouse mm10) screenshots using “open chromatin track” showing ATAC sequencing across the heart at E11 to E16 and P0 along with the liver and stomach. **(B)** Tissue profiling of Isolncs 2 and 4 in adult mice. **(C)** Expression of the novel Isolncs in a subcellular fraction of the heart (CM vs. CF).

We performed lncRNA–mRNA co-expression analysis on Isolnc2 and Isolnc4. Isolnc2 exhibited detectable expression levels at both 8 and 11 days, and in both instances, its expression displayed a robust positive correlation with certain genes, such as BMP and activin membrane-bound inhibitor (*Bambi*), aryl hydrocarbon receptor nuclear translocator-like protein 1 (*Arntl/Bmal1*), serine proteinase inhibitor A3 (*Serpina3*), and peptidylglycine-α-amidating monooxygenase (*Pam*) (Supplementary Figures S3A, B). BAMBI, known for its negative modulation of TGF-β signaling and cardioprotective effects during pressure overload-induced fibrosis (Villar et al., 2013), was among the positively correlated genes. *Arntl* belongs to the circadian clock-related genes, and mice with CM-specific deletion of *Arntl* displayed increased cardiac remodeling and fibrosis upon TAC or AngII treatment (Young et al., 2014).

Conversely, among the genes displaying negative correlations with the lncRNA expression were resistin-like alpha (*Retnla*), circadian-associated repressor of transcription (*Ciart*), nuclear receptor subfamily 1 group D member 1 (*Nr1d1*), and stearoyl-CoA desaturase (*Scd4*) (Supplementary Figures S3A, B). *Retnla* is a marker for activated anti-inflammatory macrophages, and transgenic *Retnla* mice exhibited worsened cardiac function and cardiomyocyte apoptosis (Kim et al., 2021). *Nr1d1* and *Scd4* have also been implicated previously in cardiac development and injury (Miyazaki et al., 2003; Zhao et al., 2022).

Isolnc4 displayed a strong positive correlation with genes such as Perilipin 5 (*Plin5*) and angiopoietin-like protein 3 (*Angplt3*), both associated with lipid metabolism (Stitziel et al., 2017; Wang et al., 2019; Cinato et al., 2023). However, a notable negative correlation was observed with genes involved in ANP secretion, such as *Pam* (Bäck et al., 2020), and TGF-β regulation, such as *Bambi* (Villar et al., 2013) (Supplementary Figures S3A, B). Further investigations are warranted to establish a direct link between lncRNA expression and these biological processes.

### Tissue-specific expression and sequence conservation of Isolnc2 and Isolnc4

We further looked into these two transcripts for their chromatin structure and conservation status. Active transcription is characterized by an increase in the local accessibility or “openness” of the chromatin structure. Techniques such as DNaseI hypersensitivity and ATAC sequencing are widely employed to measure these conformational changes (Pique-Regi et al., 2011; Grandi et al., 2022). In this study, we utilized the ENCODE database’s ATAC-seq data and examined the “open chromatin track” settings on the UCSC genome browser. We focused on ATAC-seq peaks from embryonic days E11.5 to E16.5 and P0 and investigated the peaks in the heart and other tissues like the liver and stomach. Isolnc2 is specifically expressed in the heart. ATAC-seq peaks were observed at E16.5, coinciding with the completion of heart morphogenesis (Krishnan et al., 2014), and also at P0, indicating its expression gets enhanced as the heart is moving to maturation, while the peaks were absent in the liver and stomach (Figure 5A). The ChromHMM framework predicted this peak region as an enhancer (Figure 5A). For Isolnc4, stronger ATAC-seq peaks were maximally detected at E13.5, and these peaks were also present in the liver and stomach tissues (Figure 5A). According to the ChromHMM framework, the open chromatin at these sites corresponds to enhancer or TSS-like DNA elements. To validate these ATAC-Seq peaks, we further performed tissue profiling in 10 different organs of mice. Isolnc2 was found to be heart- and vasculature-specific with no detectable expression in other tissues, while Isolnc4 was enriched specifically in the ventricles of the heart (Figure 5B).

The heart is a composite structure of different cell types like myocytes, fibroblasts, and endothelial cells (Gray et al., 2018). We checked the expression of Isolnc2 and Isolnc4 in fractionated heart samples, and both were found to be enriched in myocytes (Figure 5C).

Functionally relevant lncRNAs generally exhibit sequence or structural conservation across different species. To investigate this, we utilized the “comparative genomic” settings in the UCSC platform. Isolnc2 exhibited a high degree of conservation among various primate and placental mammal species, while Isolnc4 displayed modest conservation (Supplementary Figure S5A).

## Discussion

Chronic heart failure (CHF) is characterized by significant damage to the myocardial tissue and impaired contractile function (Mudd and Kass, 2008). As the heart matures, the contractile myocytes lose their ability to divide (Zak, 1973). Any injury that triggers the loss of these cells leads to the invasion of non-contractile cells, followed by impairment of cardiac contractility (Zak, 1973; Díez et al., 2005). Several animal models have been described to study pathological changes associated with cardiovascular diseases (Deshaies et al., 1981; Frey et al., 2004; Gao et al., 2010; Houser et al., 2012). In animal models, myocardial disease is generally induced by surgery (Houser et al., 2012; Richards et al., 2019), genetic manipulation (Chu et al., 2002; Tobin et al., 2017), or pharmacological treatment (Gavras et al., 1971; Benjamin et al., 1989; Golomb et al., 1994; Rocha et al., 2002; Feng and Li, 2010). Despite some limitations, these models offer valuable insights into the intricacies of the disease (Frey et al., 2004; Feng and Li, 2010).

Surgical models such as TAC or CAL closely mimic pathological changes that are associated with cardiac hypertrophy or myocardial infarction (Golomb et al., 1994; Gao et al., 2010; Houser et al., 2012; Richards et al., 2019). However, these models are labor-intensive, and often present challenges regarding their success rate and high mortality. Alternatively, genetic approaches like transgenic overexpression or gene-knockout models (Tobin et al., 2017), as well as drug-based approaches like angiotensin II or isoproterenol infusion, have been extensively employed (Deshaies et al., 1981; Taylor and Tang, 1984; Golomb et al., 1994).

Isoproterenol is a well-studied β-adrenergic agonist that activates the β1 adrenergic receptors in the heart, leading to cardiac hypertrophy, which progresses gradually toward fibrosis and heart failure (Park et al., 2018; He et al., 2019). A moderate dose of isoproterenol (4–60 mg/kg/day) can induce cardiac hypertrophy and fibrosis (Oudit et al., 2003; Park et al., 2018; Grant et al., 2020; Pan et al., 2022) in 7–15 days; the TAC model takes approximately 4–8 weeks to develop fibrosis (Li et al., 2022). Although TAC is an excellent model that very closely mimics pathological conditions like aortic stenosis, isoproterenol serves as an alternative and quick method to develop fibrosis. Previous studies have compared the transcriptome of mice that underwent TAC for 2, 4, and 8 weeks (Li et al., 2022). There are several similarities in cardiac remodeling induced by TAC vs. induced by isoproterenol. For example, decreased expression of the genes involved in fatty acid metabolic processes and cardiac contraction starts from an early timepoint such as 2 weeks post-TAC and 4 days post-isoproterenol administration (Li et al., 2022). In isoproterenol-induced cardiac remodeling, ECM gene deregulation was observed as early as 4 days (Figure 1E). However, Li et al. (2022) showed that deregulation in the ECM gene expression starts only after 4 weeks post-TAC, indicating isoproterenol-based models induced cardiac remodeling and fibrosis at the early stage and could be a preferred model for studying fibrosis.

The extracellular matrix (ECM) is a non-contractile component of the heart that is secreted by cardiac fibroblasts and plays a crucial role in maintaining the heart’s structure and function (Díez et al., 2005). Any form of cardiac injury eventually leads to cardiac remodeling, disrupting the delicate balance between ECM formation and degradation. Initially, this remodeling process acts as a compensatory mechanism, but with sustained stress, it drives the heart toward failure (Porter and Turner, 2009). Increased ECM deposition can result in cardiac dysfunction and arrhythmias (Porter and Turner, 2009). In our study, picrosirius staining on horizontal cross sections of the isoproterenol-treated hearts revealed the onset of cardiac fibrosis from day 4 after the treatment.

Transcriptome analysis using RNA sequencing helps in comprehensive understanding of the changes occurring during cardiac hypertrophy and heart failure. In the present study, transcriptome profiling identified four distinct gene clusters to be deregulated during isoproterenol-induced cardiac fibrosis. All the deregulated genes are shown in Supplementary Tables S4, S5. The genes that are primarily associated with ECM deposition, cell adhesion, and wound healing processes were significantly affected starting from day 4 after isoproterenol treatment, while RNA splicing and processing genes are affected from day 8 onward.

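Of 89 genes of the spliceosome and of splicing factors, 8, 2 and 5 were lower than in saline at 4, 8 and 11 days by edgeR and 0 were higher (0, 0 and 7 higher and 20, 25 and 15 lower at an unadjusted p under 0.05; 0, 0 and 2 higher and 7, 3 and 5 lower by DESeq2 with the paper's settings). Adjusted over the list alone the same 8, 2 and 5 passed. Their medians were -0.10, -0.15 and -0.047 on the log2 scale, with 0.12 at 4 days and 0.031 at 11 days, and 0 lower genes at each time, when scaled by library size alone. Srsf2, a serine- and arginine-rich splicing factor, fell by 0.38, 0.47 and 0.46 (SE 0.076, 0.092 and 0.067, adjusted p = 0.00653, 0.014 and 0.00215 from edgeR). For Srsf2 at 8 days the adjusted p was 0.0652 without 8-day A and 0.0796 without 8-day C. Scaled by library size alone it was 0.378, 0.359 and 0.0587. Ddx39b, an RNA helicase that assembles the spliceosome, fell by 0.45 at 11 days (SE 0.068, adjusted p = 0.00237 from edgeR, 0.0622 scaled by library size alone). It stood at -0.28 and -0.51 at 4 and 8 days (adjusted p = 0.0332 and 0.014 from edgeR, the first lost without saline A, C or D or 4-day B, C or D and the second without 8-day A or B, at 0.0571 and 0.0594). Prpf19, a ubiquitin ligase of the spliceosome, fell by 0.41 at 4 days (SE 0.088, adjusted p = 0.01 from edgeR; 0.265 scaled by library size alone and 0.503 with effective lengths as offsets) and stood at -0.23 and -0.076 later. For the list camera's adjusted p was 0.00044 at 4 days and 7.5e-08 at 8 days (adjusted p = 0.51 and 0.29 with an estimated correlation), and 0.25 at 11 days. The 8 lower genes at 4 days ran from 2 (without 4-day C) to 5 when any library other than saline B was left out, the 2 at 8 days became 0, 1 and 1 without 8-day A, B and C, and the 5 at 11 days ran from 2 (11-day B, C or D) to 4 (saline B, with 2 higher).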

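Tested between times, many ECM genes were lower at 11 days than at 4 days, and fewer at 8 days. Of 15 fibrillar and beaded-filament collagens 11 were lower at 8 days and 13 at 11 days than at 4 days by edgeR, with median differences of -1.27 and -1.49 on the log2 scale. The 41 matricellular genes had 12 and 24 lower members and median differences of -0.78 and -0.89, and of 18 basement membrane genes 1 and 10 were lower. Activated fibroblast markers went with them, 8 and 18 of 20 being lower. Col1a2, the second chain of type I collagen, fell by 1.78 between 4 and 8 days and by 2.13 between 4 and 11 days, and Loxl2, a collagen crosslinking enzyme, fell by 1.65 and 2.59. Camera's adjusted p for 4 against 8 and 11 days was 1.2e-29 and 2.5e-30 for the collagens (adjusted p = 0.15 and 0.15 with an estimated correlation) and 4.4e-27 and 7.3e-32 for the matricellular genes (adjusted p = 0.17 and 0.15 with an estimated correlation). The number of genes that differed between 4 and 8 days rests on single libraries, from 5 without 8-day B to 700 without 4-day B. Another grouping of the same libraries, 4-day B with the 8-day hearts, gave 674 genes against the 273 of the real one, so for 4 against 8 days chance is not excluded. That grouping left 4-day A, C and D together, and the next highest gave 174.

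**Figure D4:**
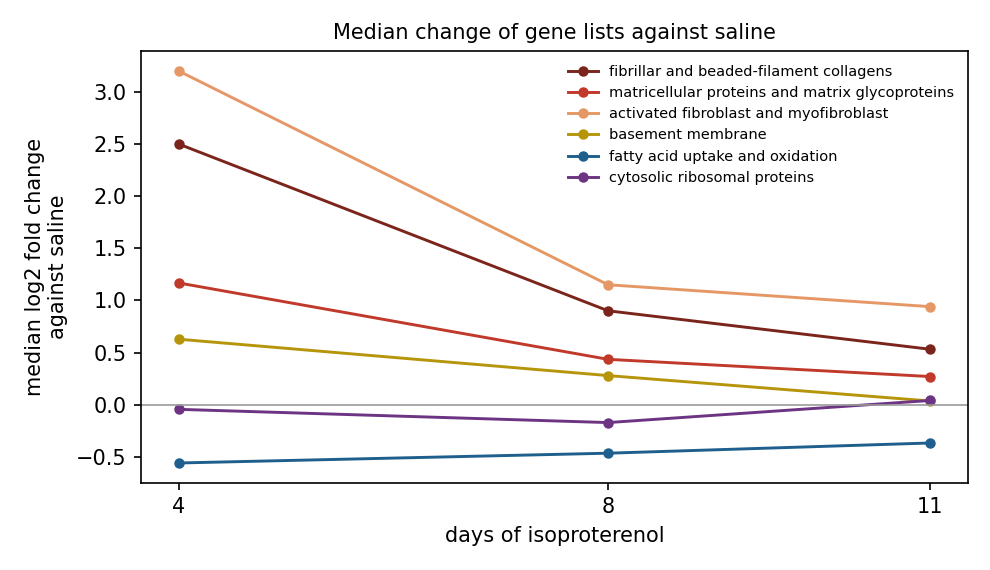
Median log2 fold change against saline of 6 gene lists at 4, 8 and 11 days of isoproterenol, on the TMM scale; each line is a list. The collagens go from 2.50 to 0.90 and 0.53 and fatty acid oxidation from -0.56 to -0.47 and -0.37, while the ribosomal proteins go from -0.045 to -0.17 and 0.040, with 0.17 at 4 days when scaled by library size alone.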

Based on our analysis utilizing Gene Ontology and maSigPro-based time-course analysis, we have observed that the group subjected to 4-day treatment exhibited the most substantial increase in the expression of genes related to ECM remodeling and all structural genes. Notably, well-established ECM remodeling markers such as periostin, collagens, and MMPs are notably elevated, indicating that the remodeling process commences as early as 4 days, following isoproterenol treatment, which is in line with previous studies (Dewenter et al., 2022). Furthermore, the expression of ECM-related genes begins to decline in tandem with a reduction in fatty acid oxidation and aerobic respiration upon prolonged treatment. 

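Between 8 and 11 days, 0 collagens, matricellular genes or basement membrane genes passed edgeR's threshold (0, 1 and 0 higher and 1, 9 and 8 lower at an unadjusted p under 0.05), and median differences were -0.37, -0.28 and -0.28 on the log2 scale. Fatty acid genes were higher at 11 days than at 4 days in 15 of 65 cases and lower in 1, with a median difference of 0.22. Ech1 rose by 0.47 between 4 and 11 days. Between 4 and 8 days and between 8 and 11 days 0 fatty acid genes passed (8 and 9 higher and 2 and 1 lower at an unadjusted p under 0.05), with median differences of 0.10 and 0.14. Respiratory chain genes were higher at 11 than at 4 days in 11 of 78 cases and lower in 1, with a median difference of 0.19, and Cox6a2 rose by 0.44. On FPKM, without a test, the mean log2 scores over saline at 4, 8 and 11 days were -0.33, -0.52 and -0.25 for the fatty acid genes and -0.023, -0.28 and 0.034 for the respiratory chain, the 8-day scores being -0.38 and -0.13 without 8-day A, which had -0.79 and -0.57. Of the respiratory chain genes 0 passed between 4 and 8 days or between 8 and 11 days (7 and 11 higher and 2 and 0 lower at an unadjusted p under 0.05). Between 4 and 11 days camera's adjusted p was 8.5e-10 for the fatty acid genes (adjusted p = 0.46 with an estimated correlation) and 5.4e-09 for the respiratory chain (adjusted p = 0.69 with an estimated correlation).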

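At 11 days few ECM genes remained past the threshold against saline. Bgn, the small proteoglycan biglycan, rose by 1.87 and 1.11 at 4 and 8 days (SE 0.18 and 0.14, adjusted p = 0.000148 and 0.00129 from edgeR) and the value of Bgn at 11 days was 0.56 (adjusted p = 0.0302, lost without saline A, C or D or 11-day A or C, at 0.0789, 0.0801, 0.0645, 0.0974 and 0.0823). Thbs4, thrombospondin-4, rose by 4.74 at 4 days (SE 0.37, adjusted p = 2.75e-05 from edgeR) and stood at 2.45 at 8 days (0.0123; 1.41 and 0.0727 without 8-day C). The value of Thbs4 at 11 days was 1.88 (adjusted p = 0.0301 from edgeR; 0.0784 and 0.0933 without saline A and C, and a log2 fold change of 1.12 without 11-day C). Adamts15, a protease of proteoglycans, rose by 1.20 and 0.96 at 4 and 11 days (SE 0.15 and 0.16, adjusted p = 0.000428 and 0.00546 from edgeR) and stood at 0.92 at 8 days (0.00836, 0.0647 without 8-day C). Col1a2 stood at 0.69 at 11 days (SE 0.18, adjusted p = 0.0528 from edgeR). Of 23 collagen-modifying enzymes 0 passed edgeR's threshold at 11 days, against 12 higher at 4 days; 4 were higher and 1 lower adjusted over the list alone, and 4 higher and 1 lower past the threshold itself without saline B.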

Interestingly, there is no significant disparity in ECM gene transcription between the saline group and the group treated for 11 days. However, the 11-day treatment group, which represents the later stages of heart failure, does exhibit diminished expression of genes associated with cardiac contraction and RNA processing.

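At 11 days Synpo2l, an actin-associated protein of the Z-disc, fell by 0.68 on the log2 scale (SE 0.081, adjusted p = 0.000556 from edgeR). It stood at -0.39 and -0.37 at 4 and 8 days (adjusted p = 0.0294 and 0.0999 from edgeR). The call of Synpo2l at 4 days was lost without saline A or C or 4-day B or D, at 0.0917, 0.0865, 0.0651 and 0.0967. Tcap and Myl3 were the other lower sarcomere genes at 11 days, and Neb and Trim63 were higher, nebulin being the ruler of thin filaments and Trim63 a ubiquitin ligase of muscle atrophy. Calr, the calcium-binding chaperone calreticulin, fell by 0.83 at 8 days (SE 0.12) and stood at -0.35 and -0.42 at 4 and 11 days (adjusted p = 0.094 and 0.0522 from edgeR). Of the splicing genes lower at 11 days, the 5 were Srsf2, Ddx39b, Hnrnpa1, Hnrnpa2b1 and Hnrnpd, the last named after its values were seen, and the ribosome biogenesis factors Utp3, Wdr75, Exosc1 and Pes1 were higher. Of the sarcomere genes 2 or 3 were lower and 0 to 2 higher at 11 days in the fits that left out 1 library, 0 being higher without saline C or 11-day C.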

In both prenatal and adult mammalian hearts, fatty acid and lipid metabolism are well-known to play a crucial role in maintaining the pump efficiency (Marin-Garcia and Goldenthal, 2002; Lopaschuk et al., 2021). Failing hearts undergo significant alterations in cardiac metabolism and respiration, shifting their fuel preference from fatty acid metabolism to glucose, following injury (Marin-Garcia and Goldenthal, 2002). These changes have profound effects on the cardiac structure and overall function. Interestingly, we observed a similar decrease in fatty acid metabolism with prolonged isoproterenol treatment (Supplementary Figure S2).

Puromycin incorporation assay indicates protein synthesis. Using this method, it was shown that protein synthesis significantly increases after day 3 of isoproterenol induction, followed by a sharp decline (Ravi et al., 2018). 

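Of 79 genes of cytosolic ribosomal proteins, the protein part of the ribosome, 1, Rpl3, was higher than in saline at 4 days by edgeR, and 0 were lower (2 higher and 12 lower at an unadjusted p under 0.05; 1 higher and 2 lower by DESeq2 with the paper's settings). Rpl3 rose by 0.66 on the log2 scale at 4 days (SE 0.11, adjusted p = 0.00262 from edgeR) and stood at 0.09 and -0.04 at 8 and 11 days (0.798 and 0.883). At 8 and 11 days 0 genes of the list passed (0 and 1 higher and 16 and 2 lower at an unadjusted p under 0.05; 3 and 0 lower by DESeq2 with the paper's settings). Adjusted over the list alone 1, 0 and 0 were higher and 0 lower at each time. The median was -0.045 at 4 days, -0.17 at 8 days and 0.04 at 11 days. Scaled by library size alone the 4-day median was 0.17, with 3 higher, and with the trend on gene length removed the 11-day median was -0.001. The camera test gave adjusted p = 0.12, 2e-07 and 0.29 (adjusted p = 0.59 at 8 days with an estimated correlation), and at 8 days it was 0.11 with the replicate letter as a block and the length trend removed. Between 8 and 11 days the median difference was 0.21, with 35 genes higher and 1 lower at an unadjusted p under 0.05 and 0 past edgeR's threshold. Without saline B 10 ribosomal protein genes were lower at 4 days and 2 at 8 days, without 4-day B 2 were lower at 4 days, and without saline D 1 was higher at 11 days.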

Consistent with their findings, our transcriptome data also revealed a steady rise in genes encoding ribosomal proteins at day 4 of isoproterenol treatment, followed by a decline at days 8 and 11 (Supplementary Figure S2).

Less than 2% of the total human genome codes for proteins. Recent evidence suggests that non-coding RNAs play a crucial role in several physiological and pathological processes. Importantly, miRNAs and lncRNAs have emerged as critical players in several disease mechanisms. In the present study, we identified several well-characterized lncRNAs that exhibited altered expression during isoproterenol-induced fibrosis. Notably, we also found several novel transcripts without coding potential to be deregulated upon isoproterenol treatment. We refer to these novel lncRNAs as Isolnc 1, 2, 3, or 4. Among these, Isolnc2 and Isolnc4 are exclusively expressed in the heart, while Isolnc2 is upregulated during isoproterenol-induced cardiac fibrosis and Isolnc4 is downregulated. Further analysis revealed that these two lncRNAs formed several co-expression gene pairs with DEGs (Supplementary Figures S3A, B; Supplementary Tables S7, S8). The co-expressing pairs revealed several genes which have been well-studied in several heart diseases. Further characterization and experimental validation of these Isolncs will give a better understanding regarding these associations.

This study gives a broader insight into the transcriptome landscape of isoproterenol-induced fibrosis. We identified four novel lncRNAs, out of which we could validate two lncRNAs using qRT PCR, and found them to be heart enriched. Further investigation of these novel Isolncs may give more insights on the role of these candidates in cardiac fibrosis.

## Data Availability

The datasets presented in this study is available in GEO database with accession GSE239653.

# Supplementary material for: Transcriptional changes during isoproterenol-induced cardiac fibrosis in mice
**Source:** Front Mol Biosci. 2023 Dec 18;10:1263913. doi: 10.3389/fmolb.2023.1263913
**Supplement:** Supplementary file 4

(A)

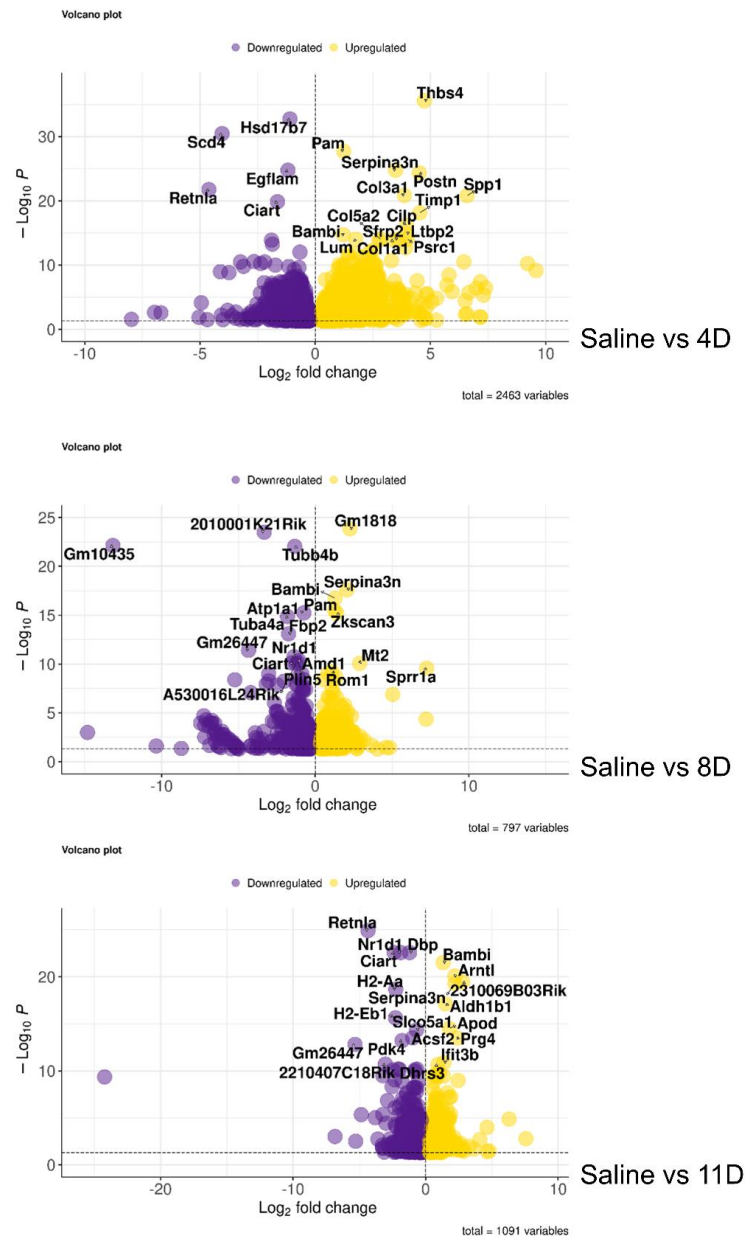

Supplementary Figure 1

## Cluster 2

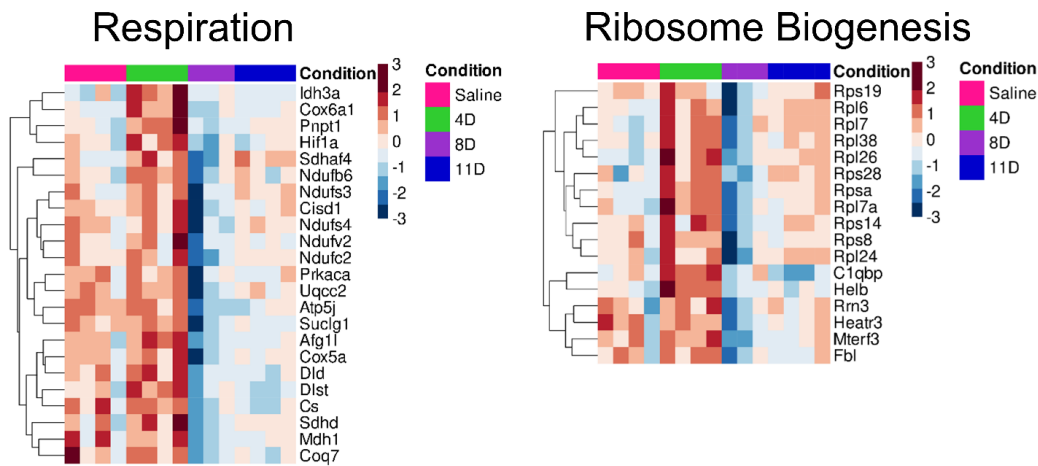

## Cluster 3

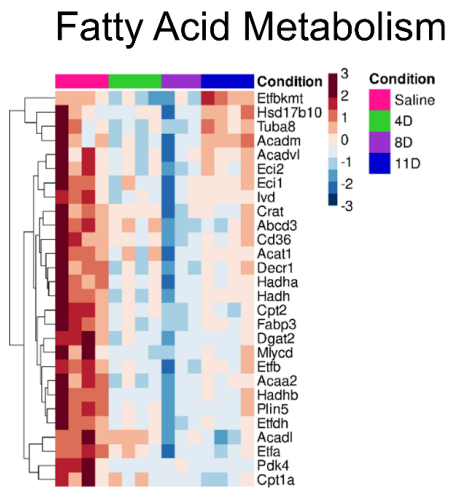

**Supplementary Figure 2**

(A)

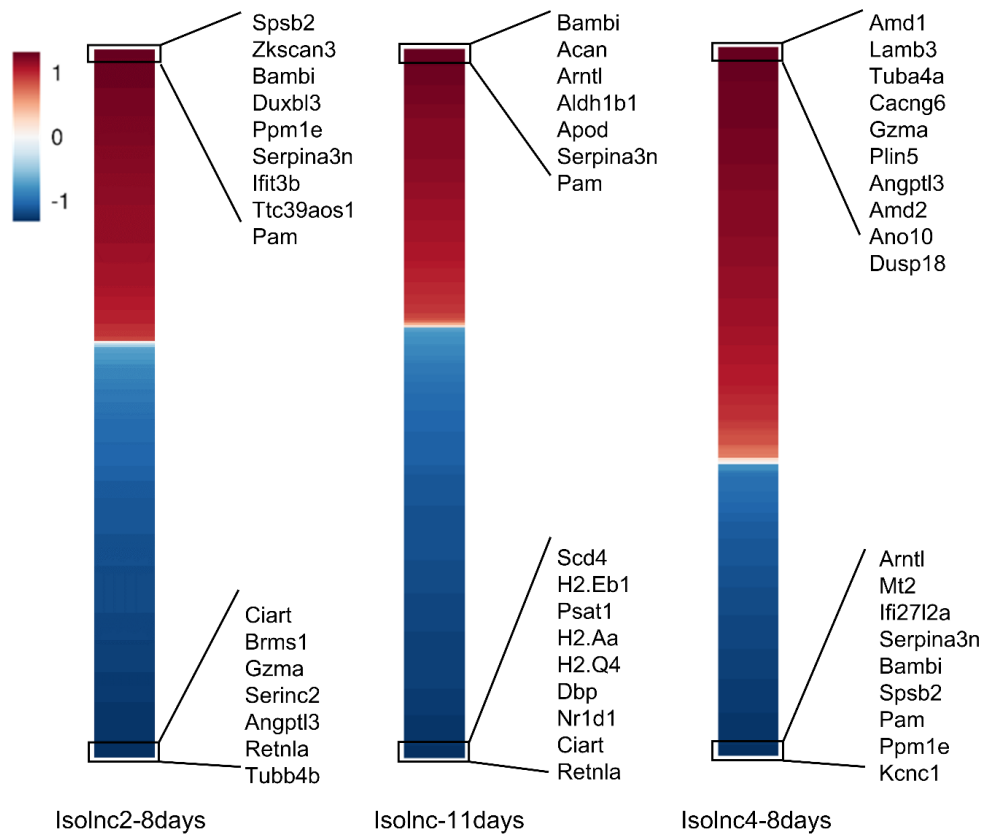

(B)

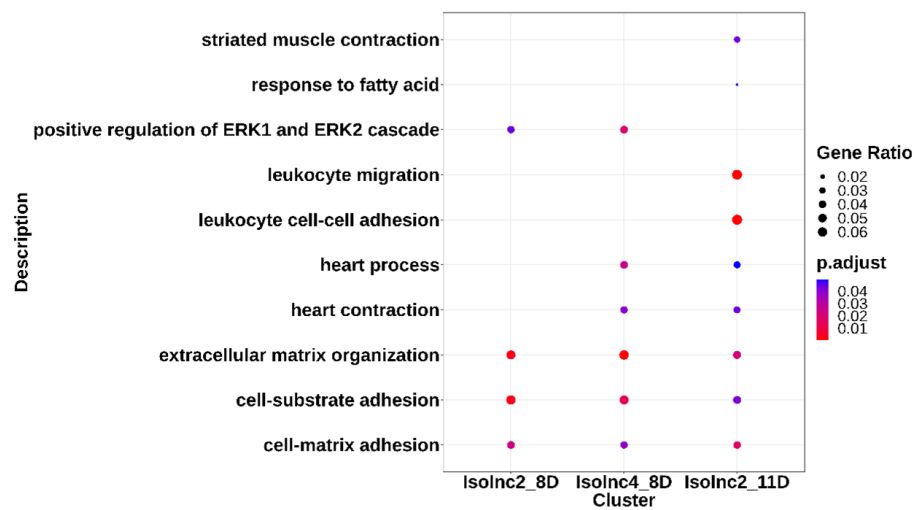

Supplementary Figure 3

(A)

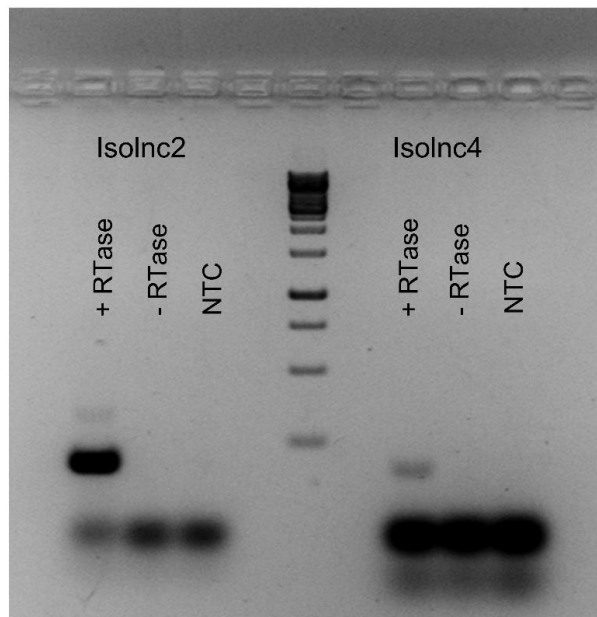

(B)

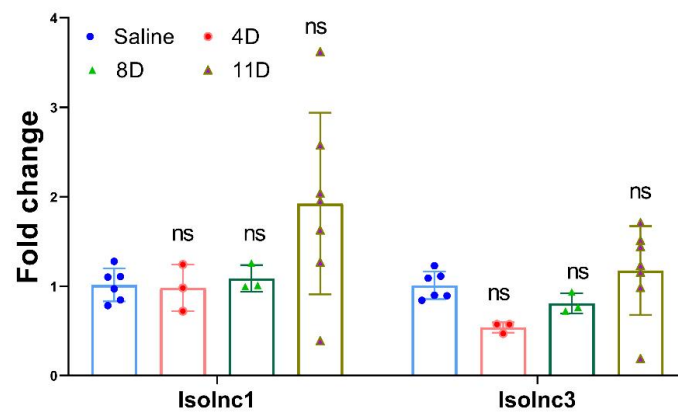

(C)

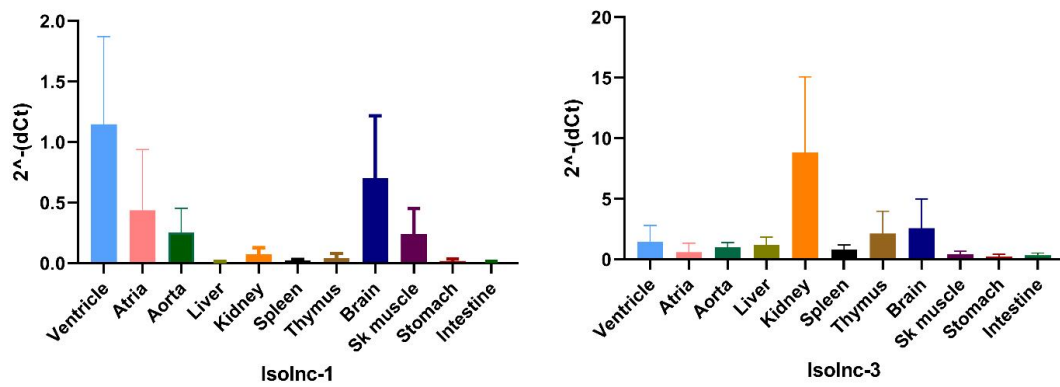

Supplementary Figure 4

(A)

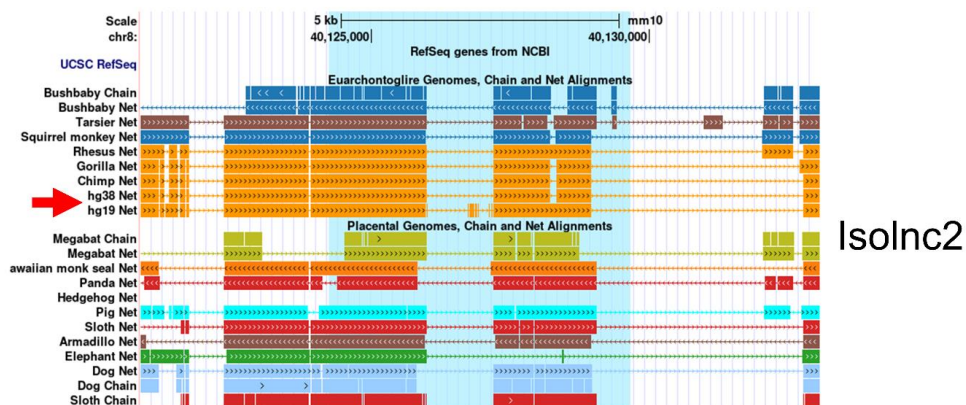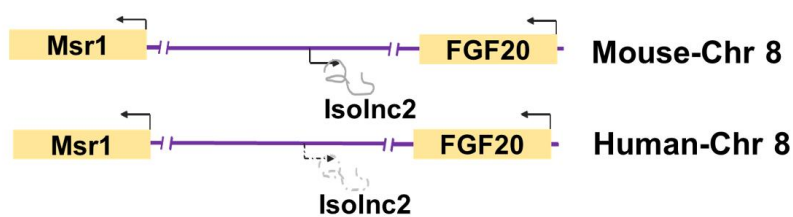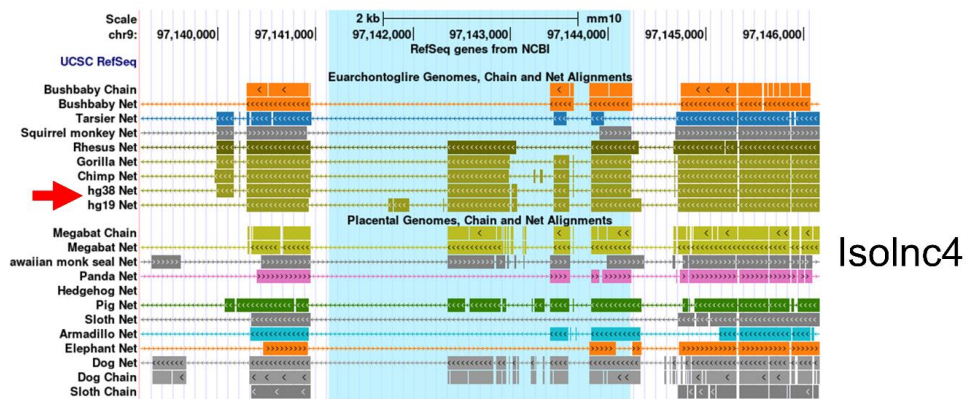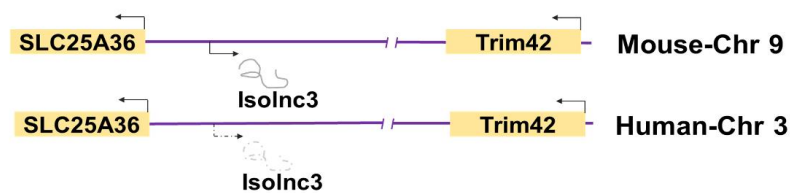

Chromosome color key

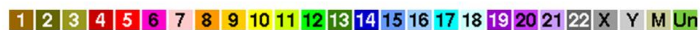

Supplementary Figure 5

S1: (A) Volcano plots showing the DEGs in 4,8 and 11 days isoproterenol treated group.

S2: Heatmap depicting the gene expression pattern of some pathways obtained from each clusters.

S3: (A) Heatmap of the Isolncs against its coexpressing gene pairs. (B) Gene ontology showing the different possible pathways affected by the co-expressing gene pairs (Isolnc2 and Isolnc4 vs DEGs of the respective groups).

S4: Primer validation of all novel transcripts (A) PCR showing the expression of novel LncRNAs in the presence and absence of Reverse Transcriptase (B) qRT PCR of Isolnc1 And 3. (c) Organ profiling of Isolnc1 and 3. Oneway ANOVA using Dunnett's test was performed to compute statistical differences between saline and isoproterenol groups.

S5: (A) Screenshots using 'comparative genomics' settings in UCSC show conservation status among different mammals.

How the deposited data were processed for this re-analysis (not part of the article)

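RNA of 15 mouse hearts was measured by total RNA sequencing, 4 after saline and 4, 3 and 4 after 4, 8 and 11 days of isoproterenol. Per the submitters' processing notes, the authors trimmed reads with cutadapt 4.1, aligned them to GRCm38.p6 with HISAT2 2.2.1 and counted them with RSEM 1.3.3. The authors deposited RSEM expected counts per gene, which are estimated counts that are not normalized. The authors also deposited FPKM, made by RSEM from these counts with the effective length of each gene and the total of the library. The authors deposited effective lengths too, used here as offsets and for length trends. Libraries held 25.4 to 117.8 M counts. Gene names and types came from GENCODE M21, which held 55141 of the 55401 gene identifiers. The strand setting and the time of day of collection are not given in the sources used here.

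Expected counts were rounded, and genes with a sum of at least 10 over all 15 samples were kept (26862, of which 6799 lncRNAs). Counts were scaled by TMM and each treated group was compared with saline in its own fit by the quasi-likelihood test of edgeR 4.0.16 (R 4.3.3), two-sided, with Benjamini-Hochberg adjustment and a threshold of 0.05. The standard error of a log2 fold change is its size divided by the square root of F. Changes over time used the F test of all groups, and times were also compared directly. In total 61 gene lists, fixed without the values, were tested with camera of limma 3.58.1 at a preset correlation of 0.01, adjusted over 183 tests, with an estimated correlation and fry as alternatives. The paper's clusters and their terms were tested apart, without adjustment.

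Before the data were examined the samples, comparisons, lists and alternatives were fixed, as was the rule for named genes. It takes, per comparison, the 10 highest and 10 lowest log2 fold changes among genes past the threshold with a mean of at least 5 CPM in the higher group and every treated sample on one side of every saline sample, every gene the paper's text names, and up to 4 members of each list with the smallest p. Genes named at one time are given at the other times too, and 2 genes that the rule names are not reported here. Alternatives were other scalings (library size only, DESeq2 size factors), other filters, effective lengths as offsets, a length trend removed, robust dispersions, all groups in one fit, DESeq2 1.42.0 with the paper's settings or without length offsets, limma voom with quality weights, the replicate letter as a block, stricter thresholds, FPKM for the time course, and each library left out in turn. Other splits of the samples and simulated data were used to check the tests. The groups of 3 or 4 hearts limit the precision. Changes of 1 log2 unit were recovered in 44.9 to 59.2% of simulated genes, depending on the time and direction. Changes of 2 log2 units were recovered in 66 to 75%. Few of the 25571 simulated genes were changed, and the part of group size in these values was not tested.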

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

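The explanations for the ribosomal protein pattern were written before its tests were run; those for the clock and MHC class II patterns were written after the values were seen, and the clock test was redefined after an earlier version, on genes called at 11 days, had been seen. The limits under which a test decides nothing, a setting that moves almost nothing, a ratio that restates the pattern, or a count that a left-out library brings down to 0, were set after the values were seen.

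Genes of cytosolic ribosomal proteins had a median log2 fold change of -0.17 at 8 days, and those of the respiratory chain -0.18. A library with a high share of ribosomal RNA reads is argued against as the cause, since without 8-day A, where CT010467.1 and Lars2 took 15.8% of the counts, the ribosomal median was -0.23. Leaving out mitochondrial, ribosomal and small RNA genes before scaling gave -0.173, a setting that moved almost nothing, so a few genes taking most of the counts stay open as a cause. Gene length bias stays open, because with the length trend removed the median was -0.071, between the bounds of -0.05 and -0.10 set for it. A lower demand for protein synthesis is the biological alternative and was not tested. None of the 79 ribosomal protein genes passed edgeR's threshold at 8 days.

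Of 22 genes of the circadian clock, 21 had a larger absolute log2 fold change at 11 days than at 4 days, the medians being 0.293, 0.425 and 0.608 at 4, 8 and 11 days. A changed mix of cell types stays open, since the test for it, the 11-day median over the 4-day one (2.07), only restates the pattern. The time of day of collection, given for 0 samples, could account for the shift and stays open too. A shift of the clock by isoproterenol is the biological alternative and cannot be told apart from these in this design.

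MHC class II genes had a median log2 fold change of -1.99 at 11 days. Fewer macrophages as a whole are argued against, as the macrophage markers had a median of 0.244, if these markers keep their level within the cells. Their mean score over saline was 0.073, with 0.32 in 11-day C against -0.05 to 0.01 in the others. Within the list Gpnmb rose by 1.354 and Retnla fell by 4.474. The list therefore cannot decide whether the kinds of macrophage changed, which was not tested. Fewer B cells and dendritic cells would go with the lower MHC class II genes, the medians of their markers being -1.641 and -1.121, though only Cd79a and Ighd among 15 B and plasma cell markers and Itgax among 11 dendritic markers passed edgeR's threshold, named after their values were seen, and the B cell count ran from 0 without saline A to 5 without saline D. Erythroid and T and NK cell markers had medians of -1.49 and -1.04 and neutrophil markers 1.08. The neutrophil scores (mean log2 CPM over saline) went both ways, at 1.222, -0.342, -0.685 and 0.388 in 11-day A, B, C and D. Fewer blood cells of several types and lower expression within each cell stay open.

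Single samples stood apart in 16 of 423 groups of 4 libraries, 3.78% where chance gives about 1 in 20; the gap to the nearest library over the range of the group is in parentheses. Saline B had Postn highest at 4.73 against 3.8 to 3.92 (0.873), H2-Eb1 highest at 4.12 against 3.59 to 3.62 (0.949), Lgals3 highest at 0.41 against -0.82 to -0.78 (0.966) and the matricellular proteins and matrix glycoproteins list highest at 0.34 against -0.15 to -0.07 (0.831). 11-day A had Prpf19 highest at 6.48 against 6.31 to 6.34 (0.842) and the spliceosome and splicing factors list lowest at -0.05 against -0.02 to -0.01 (0.875). 4-day A had Ddx39b highest at 4.49 against 4.31 to 4.32 (0.947). 11-day C had Tubb4b lowest at 4.64 against 5.04 to 5.11 (0.858), the activated fibroblast and myofibroblast list highest at 1.66 against 0.11 to 0.37 (0.835) and the macrophage list highest at 0.32 against -0.05 to 0.01 (0.831). 4-day B had Cx3cr1 lowest at -0.56 against 0.55 to 0.62 (0.936), Ndufa6 highest at 6.22 against 6 to 6.03 (0.885) and the Wnt pathway list lowest at 0.01 against 0.23 to 0.27 (0.842). 4-day D had Cyp2d22 lowest at 2.15 against 2.34 to 2.37 (0.879). Saline D had the B and plasma cell list lowest at -0.6 against 0.17 to 0.25 (0.903). 11-day D had the erythroid list highest at -0.26 against -1.41 to -1.26 (0.864).

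Times were compared by a direct test (edgeR). Between 4 and 8 days 273 genes passed, a number for which chance cannot be excluded (another grouping gave 674 and the next highest 174), so the genes named for that comparison are open too. Between 4 and 11 days 2178 passed and between 8 and 11 days 1, Dbp (log2 difference -0.739). Of the named genes, the log2 differences from 4 to 8 days were Spp1 -5.127, Tnc -4.581, Postn -2.732, Timp1 -2.69, Lox -3.003, Col3a1 -2.301, Timp4 1.324, Col1a1 -2.135, Col1a2 -1.784, Col15a1 -1.012, Fn1 -1.935, Serpina3n -1.265, Col16a1 -1.076, Adamts2 -1.117, Loxl2 -1.653, Adamts12 -1.235, Atp1b1 -0.527, Rpl3 -0.563, Sfrp1 -0.903, Lgals3 -2.027, Cd68 -1.41, Pdia6 -0.638, Mki67 -1.666 and Kif11 -1.742. From 4 to 11 days they were Spp1 -5.408, Tnc -5.109, Thbs4 -2.844, Postn -3.145, Timp1 -3.425, Lox -3.011, Col3a1 -3.153, Nppa -2.268, Kcnv2 1.531, Gm36827 0.997, A530016L24Rik 1.385, Acta1 -2.059, Pdlim1 -0.308, Col1a1 -2.783, Col1a2 -2.129, Col15a1 -1.441, Fn1 -2.417, Arntl 1.114, Serpina3n -1.225, Ciart -0.739, Nr1d1 -0.915, Msr1 -0.781, Cyp2d22 0.486, Col16a1 -1.443, Col14a1 -1.445, Col4a1 -0.906, Adamts2 -1.604, Loxl2 -2.591, Lum -0.671, Mmp14 -0.921, Adamts12 -1.397, Fhl1 -1.582, Myl2 0.571, Atp1b1 -0.775, Ech1 0.466, Cox6a2 0.44, Rpl3 -0.689, Polr1a 0.246, Prpf19 0.343, Sfrp2 -2.023, Fzd1 -0.948, Sfrp1 -0.79, H2-Eb1 -0.937, H2-Aa -0.974, Lgals3 -2.631, Cd68 -1.565, Bgn -1.292, Adcy1 -1.067, Mki67 -3.935, Mmp3 1.173, Utp3 0.333, Kif11 -3.392, Dbp -0.764, Per1 -0.703 and Cx3cr1 -1.582.

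Gene groups that the paper does not treat as sets had members past edgeR's threshold: mitotic cell cycle at 4 days 53, MHC class II presentation at 11 days 7, interferon response at 4 days 21, circadian clock at 11 days 17, unfolded protein response and ER folding at 8 days 8, tubulins and microtubule proteins at 8 days 4 and macrophage at 4 days 21. The paper does name the clock genes Arntl, Ciart and Nr1d1 and the macrophage marker Retnla, as genes correlated with Isolnc2.

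The samples were split in other ways into groups of the same sizes, and the number of splits, the real one included, that gave a count as large as the real one is in parentheses. The counts were genes changed at 4 days 2540 against at most 1 (1 of 35), lncRNAs changed at 4 days 199 against at most 0 (1 of 35), genes changed at 8 days 610 against at most 226 (1 of 35), lncRNAs changed at 8 days 55 against at most 14 (1 of 35), genes changed at 11 days 1006 against at most 2 (1 of 35), lncRNAs changed at 11 days 82 against at most 1 (1 of 35), genes different between 4 and 11 days 2178 against at most 319 (1 of 35), genes changed over time 3489 against at most 3172 (1 of 100) and genes changed at all 3 times 333 against at most 0 (1 of 100). So no other split reached the real count for these, which argues against chance only as far as 35 or 100 splits can. No adjustment was made over the results judged. The 226 genes at 8 days came from grouping saline B with the 8-day libraries. The 3172 over time came from a grouping that kept the saline libraries and 3 of 4 of the 4-day and of the 11-day libraries together, the next highest being 26. For the 333 genes the splits speak of the grouping alone and set no level for their overlap, as only 1 of 99 regroupings called a gene at each time. Chance cannot be excluded for genes different between 8 and 11 days 1 against at most 0 (1 of 35), since with 1 library left out the count fell to 0. For gene lists it cannot, at 4, 8 or 11 days, with 29 against 34 (3 of 35), 27 against 30 (2 of 35) and 27 against 35 (3 of 35). Between 4 and 8 days 273 genes stood against 674 (2 of 35) when 4-day B was grouped with the 8-day libraries, so chance cannot be excluded and the samples hold a structure other than their group. That grouping left 4-day A, C and D together, and the next highest gave 174.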

How the results depend on the processing

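Over the settings set for them, 4290 of 4529 values of the named genes kept their side of the threshold, 146 fell below it, 93 rose above it and 0 changed direction past it; in fits that left out 1 library 2305 of 2484 kept their side, 151 fell below, 28 rose above and 0 changed direction past it. Changes of sign where neither value passed are not counted. Counts of genes and adjusted p of lists that moved are given by setting, with the reported value in parentheses. The list p are from camera unless fry is named, and the cause was not tested. Fry tests a list against no change and camera tests it against other genes, so a fry value answers another question than the camera value beside it. Adjusted p under 0.01: genes changed at 4 days 1159 (2540), genes changed at 8 days 235 (610), genes changed at 11 days 319 (1006), genes changed at all 3 times 114 (333). Absolute log2 fold change of at least 1: genes changed at 4 days 938 (2540), genes changed at 8 days 195 (610), genes changed at 11 days 219 (1006), genes changed at all 3 times 76 (333). No filter beyond 1 count: genes changed at 8 days 919 (610), lncRNAs changed at 8 days 83 (55), ERK pathway and its feedback genes at 8 days 0.028 (0.087), Wnt pathway at 4 days 0.047 (0.091). Effective length offset in edgeR: genes changed at 8 days 360 (610), lncRNAs changed at 8 days 34 (55), genes changed at 11 days 639 (1006), genes changed at all 3 times 198 (333). DESeq2 without length offsets: genes changed at 8 days 998 (610), genes changed at 11 days 1635 (1006), lncRNAs changed at 11 days 126 (82), genes changed at all 3 times 508 (333), genes different between 4 and 8 days 685 (273), genes different between 8 and 11 days 99 (1), sarcomere and contraction at 8 days 0.046 (0.16), nuclear-encoded respiratory chain at 11 days 0.024 (0.078), ribosome biogenesis factors at 4 days 0.046 (0.07), ERK pathway and its feedback genes at 8 days 0.043 (0.087). All 4 groups in one fit: genes changed at 8 days 964 (610), ribosome biogenesis factors at 4 days 0.047 (0.07). Library size only: genes changed at 11 days 635 (1006), lncRNAs changed at 11 days 50 (82), genes changed at all 3 times 157 (333), sarcomere and contraction at 4 days 0.43 (0.014), sarcoplasmic reticulum calcium handling at 11 days 0.069 (0.0011), cytosolic ribosomal proteins at 11 days 0.0026 (0.29), spliceosome and splicing factors at 4 days 0.47 (0.00044), ERK pathway and its feedback genes at 8 days 0.039 (0.087), Wnt pathway at 4 days 0.032 (0.091). Limma on log2(FPKM + 1): genes changed over time 919 (3489). Limma on log2(FPKM + 0.1): genes changed over time 871 (3489). Limma on log2(FPKM + 1) without the count filter: genes changed over time 618 (3489). One-way F test of FPKM: genes changed over time 249 (3489). Replicate block: genes different between 4 and 8 days 174 (273), genes different between 8 and 11 days 4 (1). Camera with an estimated correlation: fibrillar and beaded-filament collagens at 4 days 0.27 (4e-44), fibrillar and beaded-filament collagens at 8 days 0.42 (5.4e-10), fibrillar and beaded-filament collagens at 11 days 0.51 (7e-06), matricellular proteins and matrix glycoproteins at 4 days 0.27 (8.3e-51), matricellular proteins and matrix glycoproteins at 8 days 0.4 (5.1e-12), matricellular proteins and matrix glycoproteins at 11 days 0.6 (0.00015), sarcomere and contraction at 4 days 0.57 (0.014), sarcoplasmic reticulum calcium handling at 8 days 0.27 (0.0022), sarcoplasmic reticulum calcium handling at 11 days 0.3 (0.0011), fatty acid uptake and oxidation at 4 days 0.27 (5.4e-41), fatty acid uptake and oxidation at 8 days 0.3 (2e-29), fatty acid uptake and oxidation at 11 days 0.3 (4.1e-25), nuclear-encoded respiratory chain at 4 days 0.6 (4.6e-10), nuclear-encoded respiratory chain at 8 days 0.6 (1e-08), cytosolic ribosomal proteins at 8 days 0.59 (2e-07), ribosome biogenesis factors at 11 days 0.57 (0.0021), spliceosome and splicing factors at 4 days 0.51 (0.00044), spliceosome and splicing factors at 8 days 0.29 (7.5e-08), ERK pathway and its feedback genes at 11 days 0.3 (0.00021). Fry: fibrillar and beaded-filament collagens at 8 days 0.17 (5.4e-10), fibrillar and beaded-filament collagens at 11 days 0.24 (7e-06), matricellular proteins and matrix glycoproteins at 8 days 0.14 (5.1e-12), matricellular proteins and matrix glycoproteins at 11 days 0.33 (0.00015), sarcomere and contraction at 4 days 0.17 (0.014), nuclear-encoded respiratory chain at 4 days 0.25 (4.6e-10), nuclear-encoded respiratory chain at 8 days 0.32 (1e-08), cytosolic ribosomal proteins at 8 days 0.3 (2e-07), ribosome biogenesis factors at 11 days 0.17 (0.0021), spliceosome and splicing factors at 4 days 0.097 (0.00044), ERK pathway and its feedback genes at 11 days 0.076 (0.00021). Limma voom with quality weights: sarcomere and contraction at 8 days 0.032 (0.16), nuclear-encoded respiratory chain at 11 days 0.00019 (0.078), cytosolic ribosomal proteins at 4 days 0.033 (0.12), ribosome biogenesis factors at 4 days 0.024 (0.07). Gene length trend removed: nuclear-encoded respiratory chain at 11 days 0.00072 (0.078), ERK pathway and its feedback genes at 8 days 0.048 (0.087). DESeq2 with the paper's settings: nuclear-encoded respiratory chain at 11 days 0.014 (0.078), cytosolic ribosomal proteins at 4 days 0.048 (0.12), ERK pathway and its feedback genes at 8 days 0.013 (0.087). Replicate block with gene length trend removed: nuclear-encoded respiratory chain at 11 days 0.00053 (0.078), cytosolic ribosomal proteins at 8 days 0.11 (2e-07), ribosome biogenesis factors at 4 days 0.042 (0.07). FilterByExpr: Wnt pathway at 8 days 0.039 (0.26). Leaving out each library in turn gave, lowest to highest: genes changed at 4 days (2540) 1387 (4-day A) to 2973 (saline B), lncRNAs changed at 4 days (199) 97 (4-day A) to 255 (saline B), genes changed at 8 days (610) 259 (8-day C) to 912 (saline B), lncRNAs changed at 8 days (55) 20 (8-day C) to 74 (saline B), genes changed at 11 days (1006) 527 (11-day A) to 1422 (saline B), lncRNAs changed at 11 days (82) 45 (11-day A) to 116 (saline B), genes changed at all 3 times (333) 171 (8-day C) to 514 (saline B), genes changed over time (3489) 2198 (4-day A) to 3890 (4-day B), genes different between 4 and 8 days (273) 5 (8-day B) to 700 (4-day B), genes different between 4 and 11 days (2178) 974 (4-day A) to 2823 (4-day B), genes different between 8 and 11 days (1) 0 (saline A) to 13 (4-day A), sarcomere and contraction at 4 days (0.014) 0.0011 (saline C) to 0.11 (saline A), sarcomere and contraction at 8 days (0.16) 0.03 (saline C) to 0.55 (saline A), sarcoplasmic reticulum calcium handling at 4 days (0.13) 0.048 (saline C) to 0.42 (4-day C), nuclear-encoded respiratory chain at 11 days (0.078) 7.3e-06 (saline B) to 0.65 (saline A), cytosolic ribosomal proteins at 4 days (0.12) 0.0019 (saline B) to 0.72 (saline D), cytosolic ribosomal proteins at 11 days (0.29) 4.5e-06 (saline D) to 0.93 (saline C), ribosome biogenesis factors at 4 days (0.07) 0.0017 (saline C) to 0.21 (saline B), ribosome biogenesis factors at 8 days (0.49) 0.044 (saline C) to 0.89 (saline B), ribosome biogenesis factors at 11 days (0.0021) 0.00039 (saline B) to 0.07 (saline C), spliceosome and splicing factors at 11 days (0.25) 0.029 (saline C) to 0.62 (saline D), ERK pathway and its feedback genes at 8 days (0.087) 0.028 (8-day A) to 0.61 (8-day B), Wnt pathway at 4 days (0.091) 0.017 (4-day B) to 0.32 (saline A). The replicate letter taken as a block gave 2080, 694 and 1108 genes at 4, 8 and 11 days; of 15 samples 1 correlated best with its own letter, and 4 of 21 pairs with a shared letter had a correlation over 0.1. Depth limits genes with few counts, such as Fbln7, with 0 to 2 counts per saline library. The filterByExpr setting dropped Fbln7 at 8 days, which has no value there.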

Differences from the paper's values

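The settings compared were set before the data were examined. All of them used the RSEM values per gene, DESeq2 with the paper's settings included. In its Methods the paper names StringTie for expression estimates and RSEM for the time course. Whether another way of counting accounts for the differences was not tested. The paper calls a gene changed at an FDR-adjusted p-value, as here. A log2 fold change is given as differing when its sign is another or the gap is larger than the larger of the SE here and the SE in the supplement, and a count when 1 is more than 1.5 times the other. That bound is narrow, and for Fbln7, Retnla and Scd4 at 8 days and Ciart and Nr1d1 at 11 days the gap is under 1.5 times that SE, so these differences are small. For lncRNAs changed at 8 days, the paper's supplement gives 91 and the value here is 55, with 11 of 21 alternatives not differing, namely library size only (67), mitochondrial, ribosomal and small RNA genes left out (64), no filter beyond 1 count (83), DESeq2 with the paper's settings (66), DESeq2 without length offsets (75), limma voom with quality weights (62), edgeR robust (67), all 4 groups in one fit (80), replicate block (73), replicate block with gene length trend removed (79) and without saline B (74); the other 10 differ. The others gave from 20 to 58.

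At 4 days and for the log2 fold change of Fbln7, the paper's supplement gives 5.047 and the value here is 3.343 (SE in the supplement 1.04), with 0 of 21 alternatives not differing. At 8 days and for the log2 fold change of Fbln7, the paper's supplement gives 4.614 and the value here is 2.68 (SE in the supplement 1.418), with 0 of 20 alternatives not differing. No setting called Fbln7 at 8 days.

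At 4 days and for the log2 fold change of Snhg4, the paper's supplement gives -2.892 and the value here is 0.244 (SE in the supplement 0.788), with 0 of 22 alternatives not differing. No setting called this Snhg4 identifier at 4 days or gave it a value below 0. A further Snhg4 identifier, under 1 CPM in each group, stood at -0.432 at 4 days (SE 1.11, edgeR adjusted p = 0.885), and the supplement value lies outside its SE as well.

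At 4 days and for the log2 fold change of Lockd, the paper's supplement gives 2.878 and the value here is 0.509 (SE in the supplement 0.593), with 0 of 22 alternatives not differing. Lockd at 4 days passed the threshold under library size only (log2 fold change 0.722, adjusted p = 0.0334) and DESeq2 with the paper's settings (log2 fold change 0.83, adjusted p = 0.0279).

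At 4 days and for the log2 fold change of Ciart, the paper's supplement gives -1.639 and the value here is -1.363 (SE in the supplement 0.163), with 0 of 22 alternatives not differing. At 11 days and for the log2 fold change of Ciart, the paper's supplement gives -2.373 and the value here is -2.114 (SE in the supplement 0.221), with 3 of 22 alternatives not differing, namely gene length trend removed (-2.168), without saline D (-2.18) and without 11-day A (-2.204); the other 19 differ.

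At 8 days and for the log2 fold change of Retnla, the paper's supplement gives -5.232 and the value here is -4.343 (SE in the supplement 0.759), with 3 of 21 alternatives not differing, namely library size only (-4.489), without saline C (-4.475) and without 8-day A (-4.67); the other 18 differ.

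At 8 days and for the log2 fold change of Scd4, the paper's supplement gives -3.185 and the value here is -2.704 (SE in the supplement 0.474), with 8 of 21 alternatives not differing, namely library size only (-2.807), effective length offset in edgeR (-2.724), DESeq2 with the paper's settings (-2.717), replicate block (-2.829), replicate block with gene length trend removed (-2.822), without saline B (-2.779), without saline D (-2.853) and without 8-day B (-2.998); the other 13 differ.

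At 11 days and for the log2 fold change of Nr1d1, the paper's supplement gives -1.871 and the value here is -1.653 (SE in the supplement 0.173), with 2 of 22 alternatives not differing, namely without saline B (-1.726) and without 11-day A (-1.758); the other 20 differ.

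Some directions the paper states differ from the values here. The paper names Pdlim1 among re-expressed fetal genes, and here it was -0.12, -0.28 and -0.44 at 4, 8 and 11 days (edgeR adjusted p = 0.479, 0.249 and 0.0153), above 0 at 4 days only when scaled by library size alone. The paper has genes of ribosomal proteins rising at 4 days, and here their median was -0.045, with 1 of 79 higher; scaled by library size alone it was 0.171, with 3 higher. The paper has cluster 2 rising at 4 days, and here its median was -0.033, with 11 of 562 higher and 13 lower. It was 0.172 with 42 higher scaled by library size alone. With the gene length trend removed it was -0.032, with 46 higher and 17 lower. On FPKM, which the paper used for its time course, the mean log2 score of cluster 2 over saline was 0.21, -0.291 and -0.037 at 4, 8 and 11 days, and that of the ribosomal proteins 0.16, -0.249 and 0.113, both above 0 at 4 days, without a test. The 8-day scores were -0.169 and -0.137 without 8-day A, which had -0.535 and -0.474. The paper's Results have RNA processing and splicing up at 11 days, and its Discussion has RNA processing diminished. Here 0 of 89 splicing genes were higher and 5 lower at 11 days by edgeR, and 0 lower scaled by library size alone. By DESeq2 with the paper's settings 2 were higher and 5 lower. Of the genes the study chose on these samples, which are not independent evidence of direction, 63 of 297 in cluster 4 were higher, and 2 of its 15 splicing genes were higher and 0 lower, with a median of 0.209, the direction of the paper's Results. The paper states no significant disparity in ECM genes between saline and 11 days, and here 2 of 15 collagens and 5 of 41 matricellular genes were higher. The 2 collagens were Col14a1 and Col16a1, while Col1a1, Col1a2 and Col3a1 did not pass at 11 days. The distance from Isolnc2 to Fgf20 was 149.5 kb, where the paper gives a much larger one.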

Other observations

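Most genes of cell division rose at 4 days. Of 64 genes of the mitotic cell cycle 52 were higher at 4 days (59 adjusted over the list alone) and 8 lower at 11 days (18), with medians of 1.75, 0.43 and -0.55 (camera adjusted p = 4.9e-49, 2.1e-06 and 1.2e-10; adjusted p = 0.3, 0.54 and 0.35 with an estimated correlation). The 8 lower genes at 11 days became 5 without 11-day A. Kif11, a spindle motor, rose by 2.02 at 4 days (SE 0.31, edgeR adjusted p = 0.00135) and fell by 1.39 at 11 days (SE 0.25). Macrophage markers were higher at 4 days in 20 of 24 cases, Cd68 by 1.83 and Lgals3 by 3.36 (SE 0.24 and 0.41), while Retnla, a gene of alternatively activated macrophages, fell by 4.61, 4.34 and 4.47 at 4, 8 and 11 days (0 to 8 counts in a treated library). MHC class II genes were lower in 4, 4 and 7 of 11 cases, with medians of -0.52, -1.11 and -1.99, and Cd74 fell by 1.99 at 11 days (SE 0.22, edgeR adjusted p = 0.000315). Interferon response genes were higher in 19, 6 and 10 of 44 cases, a count that ran from 9 to 30 at 4 days, from 2 to 13 at 8 days and from 6 to 18 at 11 days with 1 library left out, the highest without saline B.

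The circadian clock genes shifted, the activator Arntl rising by 1.07, 1.46 and 2.17 (SE 0.20, 0.24 and 0.17, edgeR adjusted p = 0.00424, 0.00531 and 2.89e-05) and the repressor Ciart falling, with log2 fold changes of -1.36, -1.48 and -2.11 (SE 0.13, 0.16 and 0.14). Nr1d1 stood at -0.73, -1.30 and -1.65 (at 4 days adjusted p = 0.0779 from edgeR scaled by library size alone). Of 22 clock genes 9, 5 and 13 were lower and 1, 3 and 4 higher, with medians of -0.19, -0.22 and -0.45, the 4-day one being 0.011 scaled by library size alone. The 9 became 5 without saline C or 4-day D, and the 5 at 8 days became 3 without saline C or 8-day A and 2 without 8-day B or C. Hspa5, a chaperone of the endoplasmic reticulum, fell by 0.72, 1.15 and 0.76 (SE 0.15, 0.14 and 0.14), and 3, 7 and 5 of 31 genes of the unfolded protein response were lower and 2, 1 and 1 higher. The 3 lower at 4 days became 8 without saline C, the 7 at 8 days 4 without 8-day C, and the 5 at 11 days 3 without saline A or D or 11-day A, B or C and 8 without saline C, while the 2 higher at 4 days ran from 0 without saline A or D or 4-day A or C to 4 without saline B. Tubb4b, a β-tubulin, fell by 0.85, 1.36 and 0.92 (SE 0.12, 0.10 and 0.10), and of 20 tubulins and microtubule proteins 3, 4 and 4 were lower and 5, 0 and 0 higher, the 5 becoming 2 without 4-day A and 3 without saline C. Scd4, a fatty acid desaturase, fell by 3.37, 2.70 and 2.86 (SE 0.23, 0.29 and 0.34).

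The gene called Snhg4 has another identifier in the files, with log2 fold changes of -0.43, 1.23 and -0.39, none past the threshold. Of the genes the paper's supplement lists as changed at 8 and 11 days, 785 and 1078 were found by name, of which 428 and 665 also passed here, 0 and 1 in the opposite direction, the 1 being Gm14327, named after its values were seen. In simulated data with known changes, changes of 1 log2 unit were recovered in 47.7 and 57.1% of genes lower and higher at 4 days, in 45.5 and 44.9% at 8 days and in 47.7 and 59.2% at 11 days.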
